# Meniscus gene expression profiling of inner and outer zone meniscus tissue compared to cartilage and passaged monolayer meniscus cells

**DOI:** 10.1038/s41598-024-78580-3

**Published:** 2024-11-09

**Authors:** Kaileen Fei, Benjamin D. Andress, A’nna M. Kelly, Dawn A. D. Chasse, Amy L. McNulty

**Keywords:** Meniscus, Cartilage, Transcriptomics, Dedifferentiation, Monolayer, Tissue engineering, Biomedical engineering, Cell biology

## Abstract

Meniscus injuries are common and while surgical strategies have improved, there is a need for alternative therapeutics to improve long-term outcomes and prevent post-traumatic osteoarthritis. Current research efforts in regenerative therapies and tissue engineering are hindered by a lack of understanding of meniscus cell biology and a poorly defined meniscus cell phenotype. This study utilized bulk RNA-sequencing to identify unique and overlapping transcriptomic profiles in cartilage, inner and outer zone meniscus tissue, and passaged inner and outer zone meniscus cells. The greatest transcriptomic differences were identified when comparing meniscus tissue to passaged monolayer cells (> 4,600 differentially expressed genes (DEGs)) and meniscus tissue to cartilage (> 3,100 DEGs). While zonal differences exist within the meniscus tissue (205 DEGs between inner and outer zone meniscus tissue), meniscus resident cells are more similar to each other than to either cartilage or passaged monolayer meniscus cells. Additionally, we identified and validated *LUM, PRRX1,* and *SNTB1* as potential markers for meniscus tissue and *ACTA2*, *TAGLN, SFRP2,* and *FSTL1* as novel markers for meniscus cell dedifferentiation. Our data contribute significantly to the current characterization of meniscus cells and provide an important foundation for future work in meniscus cell biology, regenerative medicine, and tissue engineering.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-024-78580-3.

## Introduction

The menisci are fibrocartilaginous tissues located in the knee joint and are essential for proper joint biomechanics. Meniscal injuries are one of the most common knee injuries and remain one of the most common indications for orthopaedic surgery^1^. However, not all meniscal lesions are amenable to surgical repair, and research is currently aimed towards investigating biomaterials and bioengineered tissues for improved meniscus healing^2,3^ or replacement of lost and damaged tissue^4,5^. While significant effort has been made to create meniscus tissue-engineered constructs that can functionally replace damaged tissue^6,7^, there remain significant gaps in knowledge surrounding meniscus cell biology. Overall, poor characterization of the specific meniscus cell transcriptome and limited understanding of the transcriptomic changes that occur due to monolayer culture expansion remain major hurdles facing the field of meniscus tissue engineering^8–12^.

It has long been appreciated that the meniscus structure and extracellular matrix (ECM) composition are phenotypically distinct from other musculoskeletal tissues^13,14^. The meniscus can be divided largely into two zones, the inner and outer zones, which differ in ECM composition, vascularity^2^, and resident cell morphology^7,15,16^. Clinically, the inner and outer zones are frequently referred to as white and red zones, respectively, due to the avascularity of the inner zone and the presence of a blood supply in the outer zone. While previous work has characterized the differential expression of ECM and catabolic genes^9,10,17^ and cell surface markers^11,18^ of inner and outer zone meniscus cells, a comprehensive evaluation of the transcriptomic profile of these zones is still needed. Therefore, despite the recognition that meniscus cells are a phenotypically distinct cell type, researchers in the field of meniscus cell biology are ultimately left defining meniscus cells in relation to more well-characterized cell types, commonly referring to outer zone cells as “fibroblast-like” and inner zone cells as “chondrocyte-like”^7,8,11^.

More recently, state-of-the-art genomic technologies have been used to examine the meniscus cell transcriptome, as it relates to embryonic meniscus development^19^, aging^20^, mechanotransduction^21,22^, and osteoarthritis^23,24^. While these studies have begun to elucidate the genetic signature of meniscus cells, there remains a need to fully characterize the zonal variation in meniscus cells, elucidate the transcriptomic differences between meniscus tissue and articular cartilage, and to further explore the underlying gene expression changes that contribute to dedifferentiation of meniscus cells during monolayer culture. In this study, RNA-sequencing was used to compare 1) cartilage to inner and outer zone meniscus tissue and 2) inner and outer zone meniscus tissue to passaged inner and outer zone monolayer meniscus cells.

## Results

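The 14 libraries hold polyadenylated RNA of cartilage (n = 3), inner zone meniscus tissue (n = 3), outer zone meniscus tissue (n = 3), inner zone cells at passage 3 (P3, n = 3) and outer zone P3 cells (n = 2). Cartilage was taken at full thickness from the femur and the explants from the medial meniscus of skeletally mature female pigs, and every explant spent 3 days in culture before its RNA was extracted. Median reads counted on genes were 26188981 in cartilage, 29804362 in inner zone tissue, 32186306 in outer zone tissue, 39632171 in inner zone P3 cells and 38845540 in outer zone P3 cells.
Each comparison is a quasi-likelihood F test of edgeR on the gene counts with TMM scaling, over the 15707 genes with at least 10 reads summed across the libraries. A gene is called where the adjusted p (Benjamini and Hochberg) is under 0.01 and the log2 fold change exceeds 1 in size. Levels are given as scaled counts (CPM), as mean ± SD over the libraries of a group, and fold changes with their standard error (SE). Gene positions come from NCBI's annotation of Sscrofa11.1, matched by symbol. The comparisons, the thresholds, the rule for the genes to be named and 35 hand-written gene lists were set before the data were examined. That rule takes genes the paper names, whose values had been seen, and genes picked by their calls and changes in these data. A list was tested with camera, once with a preset correlation of 0.01 between genes and once with the correlation estimated from these libraries. Which animals gave which library is not stated, so the p-values measure only the spread between these samples. A gene with at most 3 reads in a group is given as a ratio with its 95% interval, and a gene with 0 reads as a lower bound that assumes 3 counts over the group, and both cover counting error only.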

Bulk RNA-seq was performed on tissue explants taken from cartilage, inner and outer zone meniscus tissue, and passaged meniscus cells harvested from either the inner or outer zone. Principal component analysis (PCA) plots were used to visualize overarching transcriptomic differences and display a clear separation of meniscus tissue, cartilage, and passaged meniscus cells. When comparing all groups, the first principal component (PC1), accounting for 80% of variance, primarily separated tissue samples from passaged cells, while principal component 2 (PC2, 11% of variance) separated meniscus tissue from cartilage (Fig. 1A). 

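Cultured cells stood far from every tissue. A library of inner zone P3 cells lay at a mean Euclidean distance of 159.6 (range 155 to 167, 9 pairs) from cartilage and 143 (range 133 to 155, 9 pairs) from inner zone tissue, measured on variance stabilized counts. Outer zone P3 cells lay 164 (range 159.8 to 169, 6 pairs) from cartilage and 128 (range 118 to 144, 6 pairs) from outer zone tissue. Libraries of a single group lay closer, at 52.0 in cartilage, 54.8 in inner zone tissue and 62.7 in outer zone tissue (3 pairs each).
PC1 held 80.6% and PC2 11.2% of the variance of the 500 most variable genes over the 14 libraries. With every kept gene in place of 500, PC1 held 66.6%. RNA of the tissues was extracted after pulverizing with a TRIzol step, and that of the cells by column alone, so the distance between tissue and cells contains this step.

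**Figure D1:**
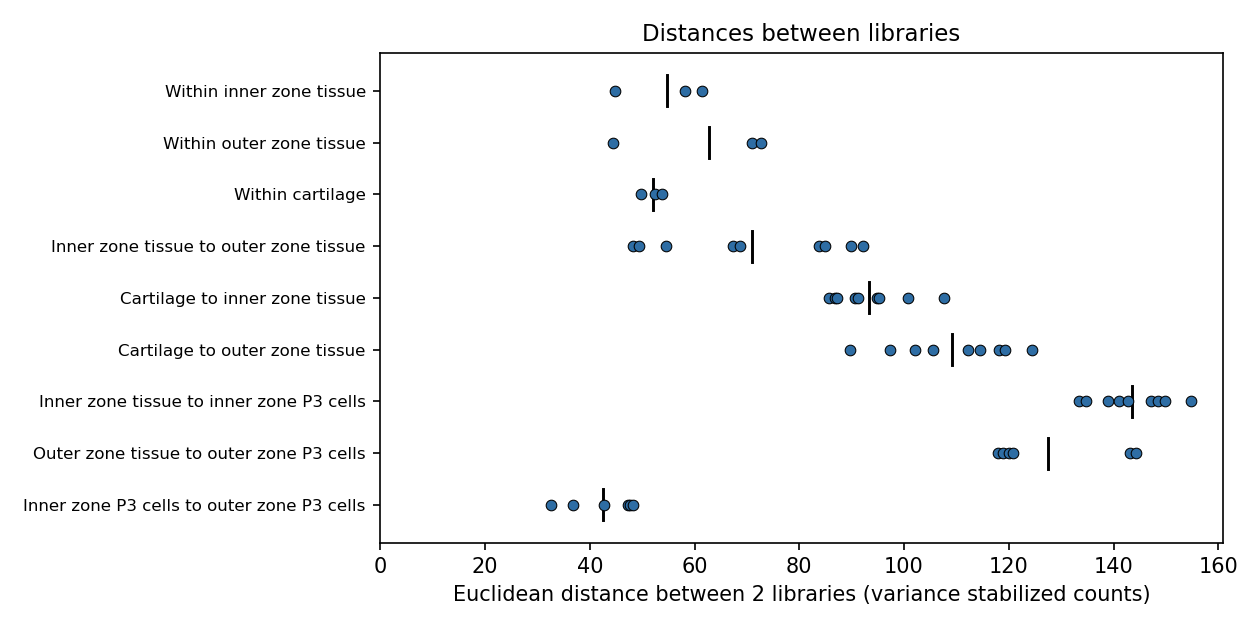
Euclidean distance on variance stabilized counts (horizontal axis) for every pair of libraries within or between groups, each point being a pair and each bar a mean. Outer and inner zone tissue to P3 pairs have means of 128 and 143, and inner zone to outer zone tissue pairs a mean of 71.0.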

When analyzing only tissue samples, PC1, which accounts for 65% of the variance, separated cartilage from meniscus tissue, while PC2 (20% of variance), separated meniscus tissue samples primarily by zone, albeit with one outer zone sample clustering closer to the inner zone samples (Fig. 1B). 

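Outer zone replicate 2 carried little of the vascular signal of the other outer libraries. PECAM1, an adhesion molecule of endothelial cells, stood at 8.42 CPM in it, against 82.2 and 207 CPM in replicates 6 and 3 and 3.25 to 4.59 CPM in the inner zone. COL1A1, the main fibrillar collagen chain of fibrous tissue, lay between the zones in this library, at 165 CPM against 674 and 1433 CPM in the other outer libraries and 4.88 to 17.3 CPM in the inner zone. MGP, an inhibitor of mineralization, stood at 12019.6 CPM, against 1787 and 2466 CPM in its own group and 2978 to 17885 CPM in the inner zone.
Its nearest library was inner zone replicate 2, at a distance of 48.3, and its mean distance was 50.8 to the inner zone and 71.8 to the outer zone. Inner zone replicate 3 had outer zone replicate 2 as its nearest, at 49.4, while outer zone replicates 3 and 6 were each other's nearest, at 44.4. Over the 9 tissue libraries PC1 held 65.0% and PC2 19.9% of the variance, and PC1 held 57.5% with every kept gene.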

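DCN, a small proteoglycan that binds collagen fibrils, is among the genes that set the 6 tissue libraries apart from the 5 cell libraries, with 4502 ± 763 CPM in inner zone tissue against 623 ± 87.7 CPM in inner zone P3 cells. NID1, a linker protein of basement membranes, runs the other way, at 0.286 ± 0.437 CPM in inner zone tissue and 482 ± 32.3 CPM in the cells (n = 3 per group). Over the 11 meniscus libraries PC1 held 88.5% of the variance of the 500 most variable genes and PC2 6.31%. PC1 fell to 76.9% when every kept gene was used.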

When comparing meniscus tissue to passaged meniscus cells, PC1 (88% of variance) separated tissue from monolayer cells, while PC2 (6% of variance) separated meniscus tissue samples, again mostly delineating inner from outer (Fig. 1C). 

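Inner zone and outer zone P3 cells lay at a mean distance of 42.5 (range 32.5 to 48.2, 6 pairs), near the 37.9 between inner zone P3 libraries (3 pairs) and the 38.7 of the only outer zone pair. SFRP2, a secreted modulator of Wnt signaling, had the largest gap among the genes the paper measured by PCR, with 259 ± 126 CPM in inner zone cells (n = 3) and 2061 ± 1262 CPM in outer zone cells (n = 2), a log2 fold change of 2.99 (SE 0.69, adjusted p = 0.718). ACTA2, the smooth muscle actin of contractile cells, differed by 0.27 (SE 0.77, adjusted p = 1.00).
By edgeR 0 of 15707 genes were called between the cells of the zones, with 505 at an unadjusted p under 0.05, and DESeq2 called 10. The labels give numbers 147 and 148 to cells of both zones without stating whether these share an animal, and with a block for the number edgeR called 18, 7 higher and 11 lower in outer zone cells. That fit leaves out cartilage and compares the zones only within these 2 numbers, inner zone P3 replicate 149 having no partner. With 2 outer zone libraries a 4-fold change planted in simulated counts was found for 80 of 100 genes. The simulation planted 200 changed genes, which eases the adjustment of p, and none of them had a low mean level. The share may thus be lower where few genes change or for genes of low level.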

Passaged cells from both inner and outer zones cluster closely together and were not separated by zone in these analyses (Fig. 1A,C).

**Fig. 1:**
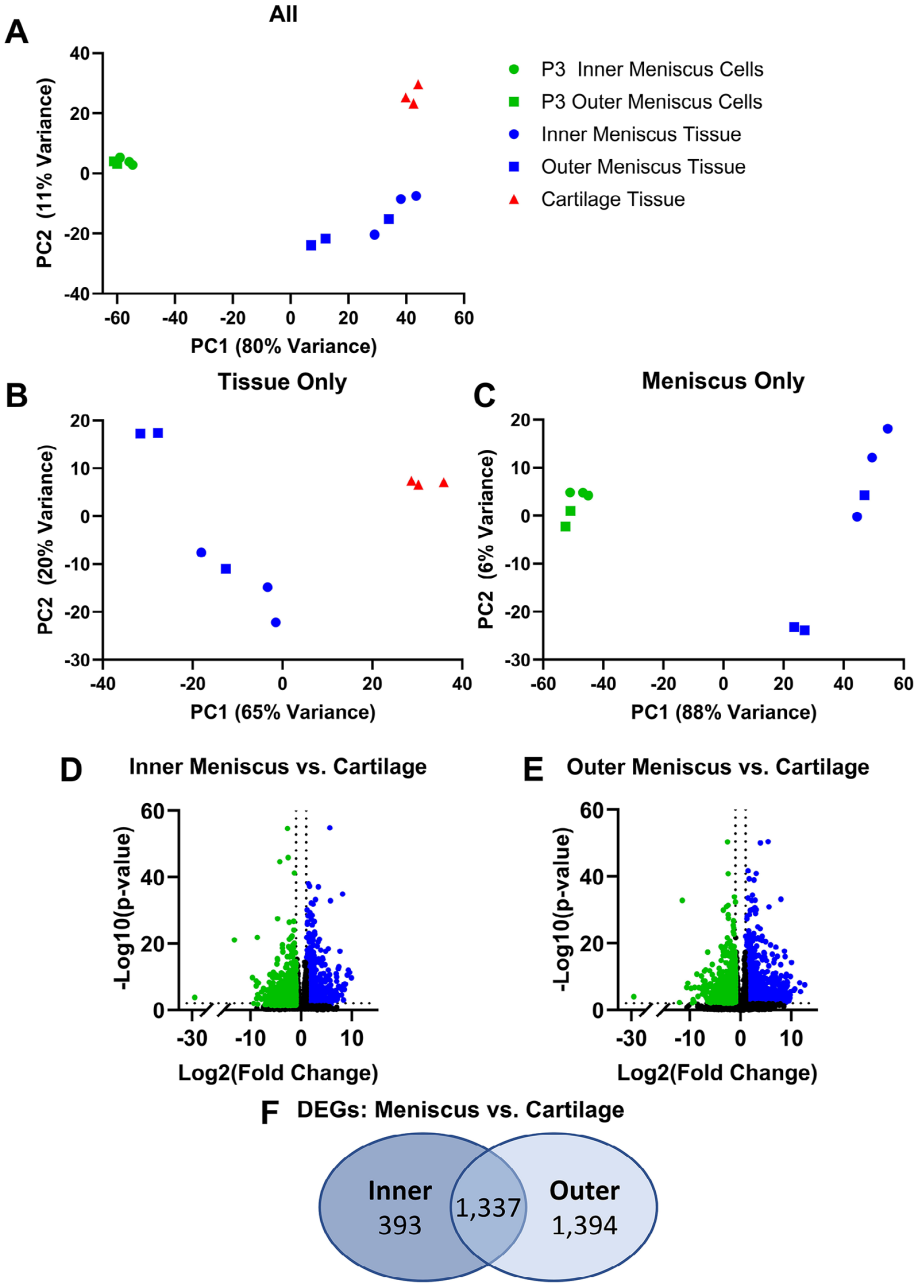
Comparison of Meniscus, Cartilage, and Passage 3 (P3) Meniscus Cells using Principal Component Analysis (PCA) and Differential Gene Expression Analysis. PCA comparing (**A**) all samples (cartilage, meniscus tissue, and P3 meniscus cells), (**B**) tissue samples (cartilage and meniscus tissue), or (**C**) meniscus samples (meniscus tissue and P3 meniscus cells). Shape corresponds to anatomic source (circle: inner zone meniscus, square: outer zone meniscus, triangle: cartilage), color denotes sample type (blue: meniscus tissue, green: P3 meniscus cells, red: cartilage tissue). Total variability accounted for by each principal component is indicated in the axis labels. Volcano plots show genes significantly differentially expressed between (**D**) inner zone meniscus tissue and cartilage, or (**E**) outer zone meniscus tissue and cartilage. Each data point is an individual gene. Dashed lines indicate cutoffs for significant genes (FDR adjusted p-value < 0.01 and a |base-2 log fold-change|> 1). Color denotes if the gene was significantly up-regulated (blue) or down-regulated (green) in meniscus tissue relative to cartilage, or not significantly different (black). (**F**) Number of significantly differentially expressed genes (DEGs) exclusive to or shared between inner and outer zone meniscus tissue comparisons to cartilage.

Pairwise comparisons of DEGs between meniscus tissue and cartilage were performed to better quantify transcriptomic differences. 

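MATN3, a matrilin of cartilage matrix, had 1 read in the inner zone against 7126 in cartilage (30.0 to 204 CPM over its libraries), a ratio of 9693 (95% interval 1739 to 382900.0). CPE, an enzyme that trims secreted peptides, averaged 131 ± 66.5 CPM in cartilage, 1.17 ± 0.799 CPM in the inner zone and 0.842 ± 0.377 CPM in the outer zone (n = 3 per group), with log2 fold changes of -6.81 (SE 0.55, adjusted p = 1.4e-05) inner and -7.28 (SE 0.56, adjusted p = 7.4e-06) outer. In the other direction, AKR1B1, an aldose reductase of the polyol pathway, averaged 107 ± 7.39 CPM in cartilage and 433 ± 32.0 CPM in the inner zone. CLCA1, a secreted regulator of chloride channels, had 2 reads in cartilage against 2759 in the outer zone (5.23 to 61.3 CPM over its libraries), a ratio of 923 (95% interval 255 to 7628).
Between inner zone tissue and cartilage 1421 genes were called, 699 higher and 722 lower in the meniscus, and between outer zone tissue and cartilage 2366, 1345 higher and 1021 lower. The inner zone count is 913 without cartilage replicate 3. Over all tested genes the libraries of the groups did not overlap in 41.9% inner and 46.2% outer, where 10% of unchanged genes would show no overlap.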

A total of 1,730 genes were significantly differentially expressed (p < 0.01, |LogFC|> 1) between inner zone meniscus tissue and cartilage (Fig. 1D and Supplemental Dataset 1), while 2,731 DEGs were identified between outer zone tissue and cartilage (Fig. 1E and Supplemental Dataset 2). 

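Genes called in both zones moved the same way in each but for 2. HMGCS1, an early enzyme of cholesterol synthesis, averaged 89.7 ± 14.0 CPM in cartilage, 363 ± 14.9 CPM in the inner zone and 373 ± 6.87 CPM in the outer zone (n = 3 per group), a log2 fold change of 2.02 (SE 0.16, adjusted p = 1.3e-05) inner and 2.06 (SE 0.16, adjusted p = 7.4e-06) outer. MME, a membrane endopeptidase, averaged 46.9 ± 21.2 CPM in cartilage and changed by -8.84 (SE 1.09, adjusted p = 1.5e-04) inner and -8.10 (SE 1.02, adjusted p = 1.1e-04) outer, the latter becoming -13.59 without outer zone replicate 3, the only outer library with reads.
The zones share 575 genes higher and 531 lower than in cartilage, where independent draws of 699 and 1345, and of 722 and 1021, from 15707 genes would share 59.9 and 46.9. Both comparisons use the same 3 cartilage libraries, and part of the excess may come from them. The shared count of 1106 is 706 without cartilage replicate 3 and 713 when each comparison uses only its own libraries. In 20 simulations with no change in any group and shared cartilage libraries the covariance of the fold changes averaged 0.0697 against 1.30 in the data.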

A total of 1,337 of the DEGs were shared between both inner and outer zone comparisons to cartilage. On the other hand, 393 DEGs were exclusive to the inner zone and cartilage comparison, while 1,394 unique DEGs were identified when comparing outer zone tissue to cartilage (Fig. 1F).

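KDR, a receptor for vascular endothelial growth factor, had 0 cartilage reads and 2974 reads in the outer zone, at 16.6 and 64.7 CPM in replicates 6 and 3 but 0.445 CPM in replicate 2, which stands apart in endothelial genes, and its call ends with only the libraries of the comparison. PCNA, a clamp of DNA polymerase, averaged 13.8 ± 2.75 CPM in cartilage and 41.3 ± 17.0 CPM in the outer zone (n = 3 per group), a change of 1.58 (SE 0.26, adjusted p = 5.5e-04), with 26.4 ± 2.64 CPM in the inner zone. The call of PCNA ends under a test against the 2-fold threshold itself.
Among genes called in the same direction in 1 zone alone, 304 of 313 inner and 1206 of 1258 outer ones had the same sign in the other zone. Both zones are set against the same 3 cartilage libraries, which alone links the fold changes, at a mean correlation of 0.512 in simulations without a change. The covariance in those simulations averaged 0.0697, against 1.30 in the data. The difference between zones was itself called for 1 of the former and 1 of the latter. That test by edgeR called only 5 genes in all, against 353 by DESeq2 and 363 by edgeR without outer zone replicate 2. The counts of 1 therefore do not show that the other genes are alike in the zones.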

To create a cartilage-specific expression profile, genes were sorted by greatest copy number in cartilage and the list of the top 25 expressed genes with logFC > 1 and padj < 0.01 relative to inner (Table 1) and outer zone tissue (Table 2) was generated. 

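Some collagen and matrix genes stood higher in cartilage than in the inner zone of the meniscus, and others, LUM and COL1A2 among them, lower. COL16A1, a collagen that links fibrils to other matrix, averaged 999 ± 263 CPM in cartilage and 104 ± 44.2 CPM in the inner zone, a log2 fold change of -3.27 (SE 0.33, adjusted p = 4.5e-05). SERPINH1, a chaperone of collagen folding, fell from 1137 ± 238 to 419 ± 126 CPM, -1.44 (SE 0.22, adjusted p = 6.2e-04). TNC, a glycoprotein of the pericellular matrix, stood at 6576 ± 982 CPM in cartilage and 1815 ± 480.5 CPM in the inner zone, -1.86 (SE 0.33, adjusted p = 0.00150), and the GTPase GEM at 1349 ± 612 and 226 ± 107 CPM, -2.58 (SE 0.42, adjusted p = 8.4e-04) (n = 3 per group). On the assembly COL16A1 lies on chromosome 6 from 88177798 to 88243718 and TNC on chromosome 1 from 255533235 to 255630381.
The calls of SERPINH1, TNC, GEM and BGN end under a test against the 2-fold threshold itself (glmTreat). BGN, a small leucine-rich proteoglycan, was called at -1.50 (SE 0.29, adjusted p = 0.00209), but not without inner zone replicate 2 (-1.37) or cartilage replicate 3 (-1.30). CILP2, COL3A1 and CHI3L1 leaned the same way and were not called, at -1.45 (SE 0.40, adjusted p = 0.0155), -1.16 (SE 0.43, adjusted p = 0.0561) and -1.82 (SE 0.49, adjusted p = 0.0141).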

When comparing cartilage to inner zone meniscus, differential expression of genes associated with the following were identified: ECM components, including several collagen isoforms (*COL9A2, COL16A1, COL9A3, COL3A1*), *SERPINH1*, which is a collagen chaperone^25^, and several glycoproteins (*CHI3L1*, *BGN, CILP2,* and *TNC*); signal transduction, including *GEM*, which is a regulator of chondrogenic differentiation^26^; transcriptional regulation, including *AEBP1*, which is a transcriptional repressor and is involved in collagen polymerization^27^; cytoplasmic proteins *NUCB1*, which is a calcium-binding protein, and *SQSTM1*, which is involved in bone remodeling; enzymes *NT5E*, which hydrolyzes 5′-AMP into adenosine and phosphate, and *CDO1*, which enables cysteine dioxygenase activity; growth factors *LTBP1*, which is critical for TGF-β activity^28^, and *NDUFA4L2*, which is involved in mitochondrial function; and *EEF2*, which is essential for protein synthesis. Of these top 25 expressed genes, the most highly differentially expressed genes in cartilage relative to inner zone meniscus were ECM genes *COL9A2* (logFC = 5.15) and *ABI3BP* (logFC = 4.64), and transcriptional regulator *AEBP1* (logFC = 3.91). 

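COL9A2, a chain of the type IX collagen on the surface of cartilage fibrils, averaged 1386 ± 489 CPM in cartilage and 39.9 ± 17.7 CPM in the inner zone (n = 3 per group), a log2 fold change of -5.12 (SE 0.79, adjusted p = 5.9e-04). ABI3BP, an extracellular binding partner of cell surface receptors, stood at 1013 ± 194 and 41.6 ± 12.7 CPM, -4.61 (SE 0.39, adjusted p = 1.9e-05). AEBP1, which takes part in collagen assembly, stood at 2620.1 ± 717 and 179 ± 67.2 CPM, -3.87 (SE 0.35, adjusted p = 2.5e-05). These calls hold whichever single library is left out. COL9A2 lies on chromosome 6 from 96065282 to 96081547, ABI3BP on chromosome 13 from 158013704 to 158291093 and AEBP1 on chromosome 18 from 51046895 to 51056789.

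**Figure D2:**
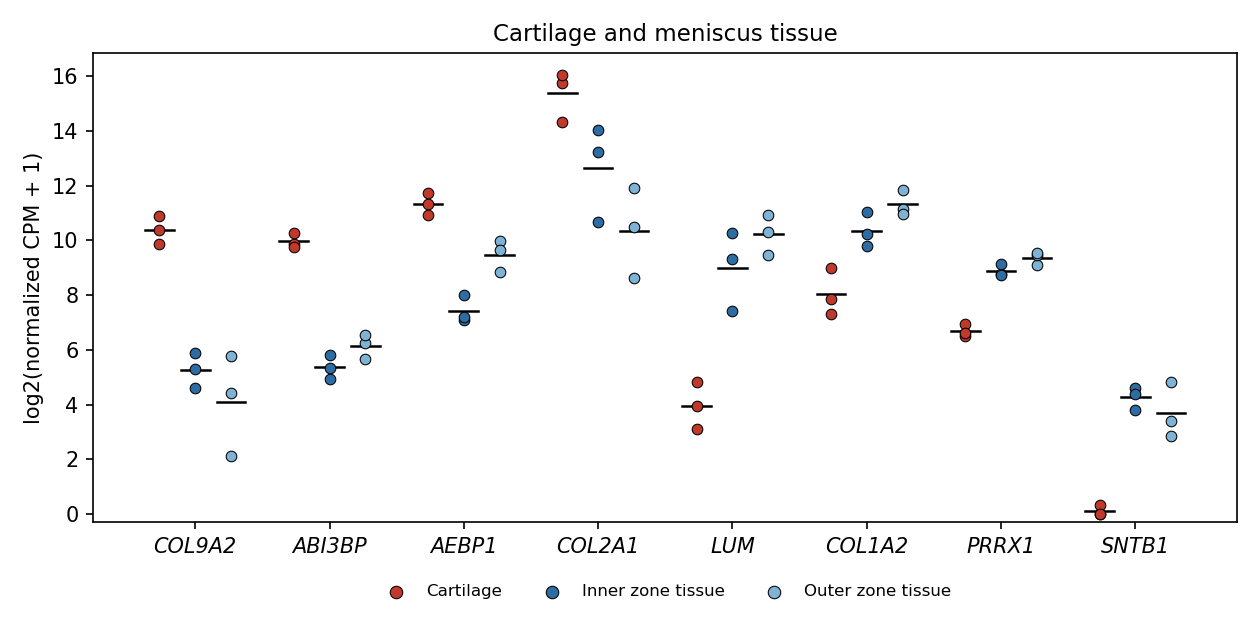
Level of 8 genes (vertical axis, log2 of normalized CPM plus 1) in cartilage, inner zone and outer zone tissue, each point being a library and each bar a group mean. COL9A2 averages 1386 CPM in cartilage and 39.9 in the inner zone, and LUM 16.5 and 686.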

Transcriptional differences in cartilage relative to outer zone meniscus tissue identified genes associated predominantly with the ECM, including *COL2A1, CILP2, SPARC, ACAN, COL3A1, FMOD, BGN, COMP,* and *PRELP,* which are well-established cartilage matrix components, and protein synthesis, with 10 of the genes encoding ribosomal proteins and two being eukaryotic translation elongation factors. 

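FMOD, a proteoglycan that regulates collagen fibrils, averaged 20367 ± 5698 CPM in cartilage and 5972 ± 2836 CPM in the outer zone, a log2 fold change of -1.77 (SE 0.35, adjusted p = 0.00175), and BGN 15951 ± 4356 and 4744 ± 1075 CPM, -1.75 (SE 0.29, adjusted p = 5.7e-04). ACAN, the large proteoglycan that holds water in cartilage, stood at 16194 ± 5549.6 and 3663 ± 1983 CPM (n = 3 per group), -2.14 (SE 0.49, adjusted p = 0.00443). The ribosomal protein genes RPS27A, RPL5 and RPL23 changed by -1.23 (SE 0.19, adjusted p = 3.9e-04), -1.18 (SE 0.16, adjusted p = 1.7e-04) and -1.16 (SE 0.16, adjusted p = 1.7e-04), and EEF2, an elongation factor, by -1.52 (SE 0.22, adjusted p = 2.5e-04).
The call of ACAN is lost without outer zone replicate 6 (-1.85), outer zone replicate 3 (-2.05) or cartilage replicate 3 (-1.82), and none of the calls of FMOD, BGN, ACAN, RPS27A, RPL5, RPL23 and EEF2 survives a test against the 2-fold threshold itself. The FMOD call ends as well with only the libraries of that comparison. RPL6 and RPL8 were not called, at -0.97 (SE 0.15, adjusted p = 3.6e-04) and -0.97 (SE 0.16, adjusted p = 6.3e-04).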

There were also changes in genes associated with signal transduction, such as *LCN2*, which is a catabolic adipokine^29^, and transcriptional regulators, including *AEBP1*. 

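LCN2, an adipokine that binds iron carriers, averaged 11644 ± 1986 CPM in cartilage and 3633 ± 535 CPM in the outer zone (n = 3 per group), a log2 fold change of -1.68 (SE 0.60, adjusted p = 0.0412) that was not called. AEBP1 averaged 754 ± 279 CPM in the outer zone and changed against cartilage by -1.80 (SE 0.32, adjusted p = 0.00103), a call that ends under a test against the 2-fold threshold itself.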

The most highly differentially expressed genes in cartilage compared to outer zone meniscus were ECM genes *COL2A1* (logFC = 4.69), *CILP2* (logFC = 2.47) and *SPARC* (logFC = 2.46). 

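COL2A1, the fibrillar collagen of hyaline cartilage, averaged 47822 ± 24481 CPM in cartilage and 1902 ± 1774 CPM in the outer zone (n = 3 per group), a log2 fold change of -4.65 (SE 0.99, adjusted p = 0.00278). CILP2, a matrix protein of cartilage layers, stood at 2275 ± 555 and 423 ± 116 CPM, -2.43 (SE 0.41, adjusted p = 6.6e-04), and SPARC, a collagen-binding glycoprotein, at 8882 ± 3920.3 and 1659 ± 645 CPM, -2.42 (SE 0.44, adjusted p = 0.00113). Without outer zone replicate 3 COL2A1 loses its call (-4.49), and CILP2, SPARC and COL2A1 lose theirs under a test against the 2-fold threshold itself.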

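AEBP1, BGN, EEF2 and TPT1 were called against cartilage in both zones, and SPARC, CILP2, COL3A1 and LCN2 were not. TPT1, a regulator of cell growth, averaged 7403 ± 1018 CPM in cartilage, 3517 ± 78.6 CPM in the inner zone and 2385 ± 434 CPM in the outer zone (n = 3 per group), log2 fold changes of -1.07 (SE 0.18, adjusted p = 0.00108) and -1.63 (SE 0.18, adjusted p = 5.7e-05). EEF2 averaged 7757 ± 1879 CPM in cartilage and 3643 ± 565 CPM in the inner zone, -1.09 (SE 0.22, adjusted p = 0.00264). SPARC in the inner zone and LCN2 there stood at -1.61 (SE 0.43, adjusted p = 0.0141) and -1.73 (SE 0.60, adjusted p = 0.0455).
The inner zone call of EEF2 is lost without inner zone replicate 2 (-1.02), inner zone replicate 3 (-1.02) or cartilage replicate 3 (-0.87), and those of EEF2 and TPT1 end with only the libraries of the comparison or under a test against the 2-fold threshold itself. The genes of the sentence were picked by the study on these samples.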

Overall, eight of the top 25 highly expressed genes in cartilage were significantly differentially expressed relative to both inner and outer zone meniscus (*CILP2, SPARC, BGN, COL3A1, EEF2, LCN2, AEBP1, TPT1*).

**Table 1:** Top 25 expressed genes in cartilage compared to inner zone meniscus tissue.

Gene symbol	Gene name	LogFC	padj
Cytoplasmic Protein			
NUCB1	Nucleobindin 1	1.26	1.83E-06
SQSTM1	Sequestosome 1	1.02	1.75E-14
Enzyme			
NT5E	5'-Nucleotidase Ecto	1.73	4.09E-04
CDO1	Cysteine Dioxygenase Type 1	1.57	8.35E-04
Extracellular Matrix			
COL9A2	Collagen Type IX Alpha 2 Chain	5.15	3.41E-06
ABI3BP	ABI Family Member 3 Binding Protein	4.64	2.85E-28
COL16A1	Collagen Type XVI Alpha 1 Chain	3.31	3.89E-11
COL9A3	Collagen Type IX Alpha 3 Chain	2.88	3.20E-03
FBLN7	Fibulin 7	2.65	4.96E-06
EFEMP1	EGF Containing Fibulin Extracellular Matrix Protein 1	2.23	7.82E-03
TNC	Tenascin C	1.89	1.36E-03
CHI3L1	Chitinase 3 Like 1	1.86	6.38E-03
SPARC	Secreted Protein Acidic And Cysteine Rich	1.64	7.29E-04
BGN	Biglycan	1.54	3.91E-06
**CILP2**	**Cartilage Intermediate Layer Protein 2**	**1.48**	**2.36E-03**
SERPINH1	Serpin Family H Member 1	1.48	8.89E-10
COL3A1	Collagen Type III Alpha 1 Chain	1.20	7.34E-03
Growth Factor and Regulator			
LTBP1	Latent Transforming Growth Factor Beta Binding Protein 1	1.20	5.98E-05
NDUFA4L2	NDUFA4 Mitochondrial Complex Associated Like 2	1.86	1.13E-03
Protein Synthesis			
EEF2	Eukaryotic Translation Elongation Factor 2	1.13	1.76E-07
Signal Transduction			
GEM	GTP Binding Protein Overexpressed In Skeletal Muscle	2.61	1.54E-07
LCN2	Lipocalin 2	1.77	1.24E-03
Transcriptional Regulation			
**AEBP1**	**AE Binding Protein 1**	**3.91**	**1.25E-09**
TPT1	Tumor Protein, Translationally-Controlled 1	1.11	2.18E-04
RPL17-C18orf32	RPL17-C18orf32	1.00	1.90E-05

Genes with logFC > 1.

Filtered by padj < 0.01.

Genes in bold were selected for qRT-PCR validation.

**Table 2:** Top 25 expressed genes in cartilage compared to outer zone meniscus tissue.

Gene symbol	Gene Name	LogFC	padj
Extracellular Matrix			
COL2A1	Collagen Type II Alpha 1 Chain	4.69	2.18E-07
**CILP2**	**Cartilage Intermediate Layer Protein 2**	**2.47**	**5.69E-08**
SPARC	Secreted Protein Acidic and Cysteine Rich	2.46	8.75E-08
ACAN	Aggrecan	2.18	4.27E-04
COL3A1	Collagen Type III Alpha 1 Chain	1.87	7.30E-06
FMOD	Fibromodulin	1.81	2.70E-05
BGN	Biglycan	1.79	3.23E-08
COMP	Cartilage Oligomeric Matrix Protein	1.61	1.32E-03
PRELP	Proline and Arginine Rich End Leucine Rich Repeat Protein	1.53	3.63E-03
Protein synthesis			
EEF2	Eukaryotic Translation Elongation Factor 2	1.57	4.87E-14
RPS27A	Ribosomal Protein S27A	1.27	1.27E-06
RPL10	Ribosomal Protein L10	1.23	1.98E-05
RPL5	Ribosomal Protein L5	1.22	2.03E-06
RPL23	Ribosomal Protein L23	1.20	1.24E-06
RPS20	Ribosomal Protein S20	1.19	2.01E-05
EEF1G	Eukaryotic Translation Elongation Factor 1 Gamma	1.14	2.12E-05
RPS3	Ribosomal Protein S3	1.12	2.13E-05
RPL4	Ribosomal Protein L4	1.06	1.20E-06
RPL6	Ribosomal Protein L6	1.01	2.02E-06
RPS8	Ribosomal Protein S8	1.01	3.52E-04
RPL8	Ribosomal Protein L8	1.01	3.75E-05
Signal Transduction			
C2orf40	ECRG4 Augurin Precursor	2.36	8.51E-03
LCN2	Lipocalin 2	1.72	1.22E-03
Transcriptional Regulation			
**AEBP1**	**AE Binding Protein 1**	**1.84**	**5.81E-03**
TPT1	Tumor Protein, Translationally-Controlled 1	1.68	3.91E-09

Genes with logFC > 1.

Filtered by padj < 0.01.

Genes in bold were selected for qRT-PCR validation.

On the other hand, the top 25 DEGs in inner zone meniscus tissue compared to cartilage showed differences in genes associated with the following: ECM, including glycoprotein *LUM*, *COL1A2*, *ECM1*, which is a matrix protein that regulates chondrogenesis and endochondral ossification^30^, matrix metalloproteinase (MMP) inhibitor *TIMP3*, and the mineralization inhibitor *MGP*; cell membrane proteins, including *KCNA6* that encodes a voltage-gated potassium channel; actin cytoskeleton (*ACTB, CAPG,* and *EZR*); mitochondrial function (*CYP1B1, CYTB*); signal transduction, including *MT2A*, which is a free radical scavenger; transcriptional regulators, including *PRRX1*, *CEBPD*, and *TRPS1*, and *HNRNPA2B1*, which encodes an RNA binding protein; enzymes, including genes involved in free radical scavenging (*SOD3*) and metabolism (*AKR1B1* and *ACSL1*); and secreted factor transglutaminase *F13A1*, which is involved in the coagulation cascade and knockout of this gene protects against collagen-induced arthritis in mice^31^ (Table 3). 

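CYP1B1, a cytochrome P450 that oxidizes steroids and retinoids, averaged 462 ± 83.3 CPM in cartilage and 2772 ± 1428 CPM in the inner zone (n = 3 per group), a log2 fold change of 2.58 (SE 0.36, adjusted p = 3.2e-04). PRRX1, a transcription factor of limb mesenchyme, stood at 103 ± 17.8 and 472 ± 77.7 CPM, 2.19 (SE 0.19, adjusted p = 1.9e-05). EZR, which ties actin to the membrane, stood at 112 ± 6.56 and 388 ± 36.2 CPM, 1.79 (SE 0.17, adjusted p = 3.5e-05), and AKR1B1 changed by 2.02 (SE 0.15, adjusted p = 9.1e-06). HNRNPA2B1, an RNA binding protein, stood at 239 ± 27.7 and 597 ± 44.6 CPM, 1.32 (SE 0.15, adjusted p = 9.4e-05). PRRX1 lies on chromosome 4 from 80427682 to 80502689 and EZR on chromosome 1 from 8403362 to 8452750.
HNRNPA2B1 is not called under a test against the 2-fold threshold itself. TIMP3, SOD3 and KCNA6 had the same sign and were not called, at 1.49 (SE 0.43, adjusted p = 0.0194), 1.14 (SE 0.30, adjusted p = 0.0136) and 1.54 (SE 0.45, adjusted p = 0.0207). COL1A2, a chain of type I collagen, was called at 2.23 (SE 0.45, adjusted p = 0.00291) and loses the call without inner zone replicate 5 (1.81), cartilage replicate 1 (2.08) or cartilage replicate 3 (1.95), with only the libraries of the comparison, or under a test against the 2-fold threshold itself.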

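LUM, a keratan sulfate proteoglycan of fibrous matrix, averaged 16.5 ± 10.1 CPM in cartilage and 686 ± 539 CPM in the inner zone (n = 3 per group), a log2 fold change of 5.37 (SE 0.76, adjusted p = 3.5e-04) that is called whichever library is left out. F13A1, the transglutaminase of the last clotting step, stood at 66.6 ± 32.0 and 492 ± 277 CPM, 2.88 (SE 0.48, adjusted p = 9.3e-04), and loses its call under a test against the 2-fold threshold itself. MGP averaged 1496 ± 221 CPM in cartilage and 10685 ± 7466 CPM in the inner zone, 2.84 (SE 0.79, adjusted p = 0.0171), and was not called. LUM lies on chromosome 5 from 91748871 to 91756381.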

Of the 25 most expressed genes, the genes with greatest logFC in inner zone tissue relative to cartilage were ECM genes *LUM* (logFC = 5.34) and *MGP* (logFC = 2.81) and secreted protein *F13A1* (logFC = 2.85). The top 25 expressed genes in outer zone tissue compared to cartilage largely fell into similar categories as the inner zone, as well as including the growth factor regulator *LTBP2* (Table 4)*.* Of the top 25 most expressed genes in outer zone tissue, the genes with greatest logFC relative to cartilage were ECM genes *LUM* (logFC 6.25) and *COL1A2* (logFC 3.11) and the enzyme *MMP13* (logFC 3.00). 

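LUM averaged 1292 ± 612 CPM in the outer zone, a log2 fold change of 6.29 (SE 0.79, adjusted p = 1.1e-04) against cartilage (n = 3 per group). COL1A2 stood at 297 ± 184 CPM in cartilage and 2653 ± 917 CPM in the outer zone, 3.16 (SE 0.47, adjusted p = 3.0e-04), and both calls hold with any 1 library left out. MMP13, a collagenase that cuts type II collagen, averaged 143 ± 205 CPM in cartilage and 1172 ± 159.7 CPM in the outer zone, 3.03 (SE 1.08, adjusted p = 0.0406), and was not called, its cartilage level being 379 CPM in replicate 1 and 26.8 and 22.8 CPM in the others. LTBP2, a matrix partner of TGF-β family factors, changed by 1.84 (SE 0.50, adjusted p = 0.0106) and was not called either.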

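LUM, PRRX1 and CYP1B1 were called higher than in cartilage in both zones, whichever library is left out. The outer zone averaged 665 ± 105 CPM of PRRX1 and 2361 ± 129 CPM of CYP1B1 (n = 3), log2 fold changes of 2.69 (SE 0.19, adjusted p = 5.9e-06) and 2.35 (SE 0.36, adjusted p = 3.5e-04). CYTB, the cytochrome b of the mitochondrial genome, stood at 563 ± 122 CPM in cartilage, 1379 ± 174 CPM in the inner zone and 1399.6 ± 255 CPM in the outer zone, 1.29 (SE 0.22, adjusted p = 0.00121) and 1.31 (SE 0.22, adjusted p = 6.9e-04). HNRNPA2B1 changed in the outer zone by 1.35 (SE 0.15, adjusted p = 5.4e-05).
The CYTB calls and this HNRNPA2B1 call end under a test against the 2-fold threshold itself. Of the 11 genes, 10 were called in both zones, all but SOD3, and the list was drawn from these samples and is not independent evidence.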

Eleven of the top 25 expressed genes were upregulated in both inner and outer zone meniscus relative to cartilage (*CAPG, ACTB, LUM, COL1A2, ECM1, ACSL1, SOD3, CYTB, CYP1B1, PRRX1, HNRNPA2B1*).

**Table 3:** Top 25 expressed genes in inner zone meniscus tissue compared to cartilage.

Gene symbol	Gene name	LogFC	Padj
Cell Membrane Protein			
KCNA6	Potassium Voltage-Gated Channel Subfamily A Member 6	1.51	9.53E-04
SLA-11	Major Histocompatibility Complex, Class I, F	1.17	1.59E-07
PLXDC2	Plexin Domain Containing 2	1.06	1.82E-03
Cytoskeleton			
EZR	Ezrin	1.75	5.57E-30
CAPG	Capping Actin Protein, Gelsolin Like	1.14	4.08E-05
ACTB	Actin Beta	1.04	1.50E-03
Enzyme			
AKR1B1	Aldo–Keto Reductase Family 1 Member B	1.99	6.36E-09
RTN4	Reticulon 4	1.28	1.98E-07
ACSL1	Acyl-CoA Synthetase Long Chain Family Member 1	1.19	2.49E-04
SOD3	Superoxide Dismutase 3	1.10	2.46E-03
Extracellular Matrix			
**LUM**	**Lumican**	**5.34**	**1.04E-12**
MGP	Matrix Gla Protein	2.81	3.67E-03
COL1A2	Collagen Type I Alpha 2 Chain	2.20	7.65E-07
TIMP3	TIMP Metallopeptidase Inhibitor 3	1.46	1.55E-03
ECM1	Extracellular Matrix Protein 1	1.22	3.44E-03
Mitochondrial protein			
CYP1B1	Cytochrome P450 Family 1 Subfamily B Member 1	2.55	7.97E-16
CYTB	Mitochondrially Encoded Cytochrome B	1.26	2.09E-07
Secreted Protein			
F13A1	Coagulation Factor XIII A Chai	2.85	4.04E-04
Signal Transduction			
SEMA3D	Semaphorin 3D	2.62	1.88E-06
MT2A	Metallothionein 2A	1.62	7.75E-05
TNFRSF1B	TNF Receptor Superfamily Member 1B	1.00	1.12E-08
Transcriptional Regulation			
**PRRX1**	**Paired Related Homeobox 1**	**2.16**	**2.55E-26**
HNRNPA2B1	Heterogeneous Nuclear Ribonucleoprotein A2/B1	1.29	1.01E-17
CEBPD	CCAAT Enhancer Binding Protein Delta	1.14	1.04E-05
TRPS1	Transcriptional Repressor GATA Binding 1	1.03	9.87E-05

Genes with logFC > 1.

Filtered by padj < 0.01.

Genes in bold were selected for qRT-PCR validation.

**Table 4:** Top 25 expressed genes in outer zone meniscus tissue compared to cartilage.

Gene symbol	Gene name	LogFC	Padj
Cell Membrane Protein			
ANTXR1	ANTXR Cell Adhesion Molecule 1	2.07	2.59E-05
Cytoskeleton			
CRYAB	Crystallin Alpha B	2.71	5.04E-06
ACTB	Actin Beta	1.82	3.21E-09
CAPG	Capping Actin Protein, Gelsolin Like	1.81	5.70E-12
FLNA	Filamin A	1.44	3.18E-04
ACTG1	Actin Gamma 1	1.28	4.27E-11
CTNNB1	Catenin Beta 1	1.14	8.46E-06
CFL1	CFL1	1.00	6.97E-08
Enzyme			
MMP13	Matrix Metallopeptidase 13	3.00	5.81E-03
MMP3	Matrix Metallopeptidase 3	1.61	4.44E-04
ACSL1	Acyl-CoA Synthetase Long Chain Family Member 1	1.16	2.59E-04
SOD3	Superoxide Dismutase 3	1.11	1.65E-03
Extracellular Matrix			
**LUM**	**Lumican**	**6.25**	**1.95E-17**
COL1A2	Collagen Type I Alpha 2 Chain	3.11	3.22E-13
CRISPLD2	Cysteine Rich Secretory Protein LCCL Domain Containing 2	2.34	1.57E-04
ECM1	Extracellular Matrix Protein 1	1.26	1.65E-03
Growth Factor or Regulator			
LTBP2	Latent Transforming Growth Factor Beta Binding Protein 2	1.80	7.73E-04
Mitochondrial Protein			
CYP1B1	Cytochrome P450 Family 1 Subfamily B Member 1	2.31	2.27E-13
CYTB	Mitochondrially Encoded Cytochrome B	1.27	8.76E-08
Secreted Protein			
SAA2	Serum amyloid A protein	1.43	2.57E-03
Signal Transduction			
ANXA2	Annexin A2	1.07	1.03E-06
Transcriptional Regulation			
**PRRX1**	**Paired Related Homeobox 1**	**2.65**	**1.11E-39**
CCDC3	Coiled-Coil Domain Containing 3	1.90	1.82E-04
HSPA8	Heat Shock Protein Family A (Hsp70) Member 8	1.40	2.56E-08
HNRNPA2B1	Heterogeneous Nuclear Ribonucleoprotein A2/B1	1.31	2.44E-18

Genes with logFC > 1.

Filtered by padj < 0.01.

Genes in bold were selected for qRT-PCR validation.

Several genes were selected for quantitative RT-PCR (qRT-PCR) validation of tissue specific gene expression based on logFC and significant padj. *LUM* (Fig. 2A, p < 0.001), *PRRX1* (Fig. 2B, p < 0.05), and *SNTB1* (Fig. 2C, p < 0.0001) were significantly higher in both inner and outer zone meniscus tissue compared to cartilage. Expression of *PHLDA1* was significantly higher in inner zone meniscus than cartilage (Fig. 2D, p < 0.05)*.* Interestingly, *AEBP1* was decreased in inner zone meniscus compared to both cartilage and outer zone meniscus (Fig. 2E, p < 0.05). There were no detectable differences in the expression of *CILP2* between the cartilage and meniscus tissues (Fig. 2F).

**Fig. 2:**
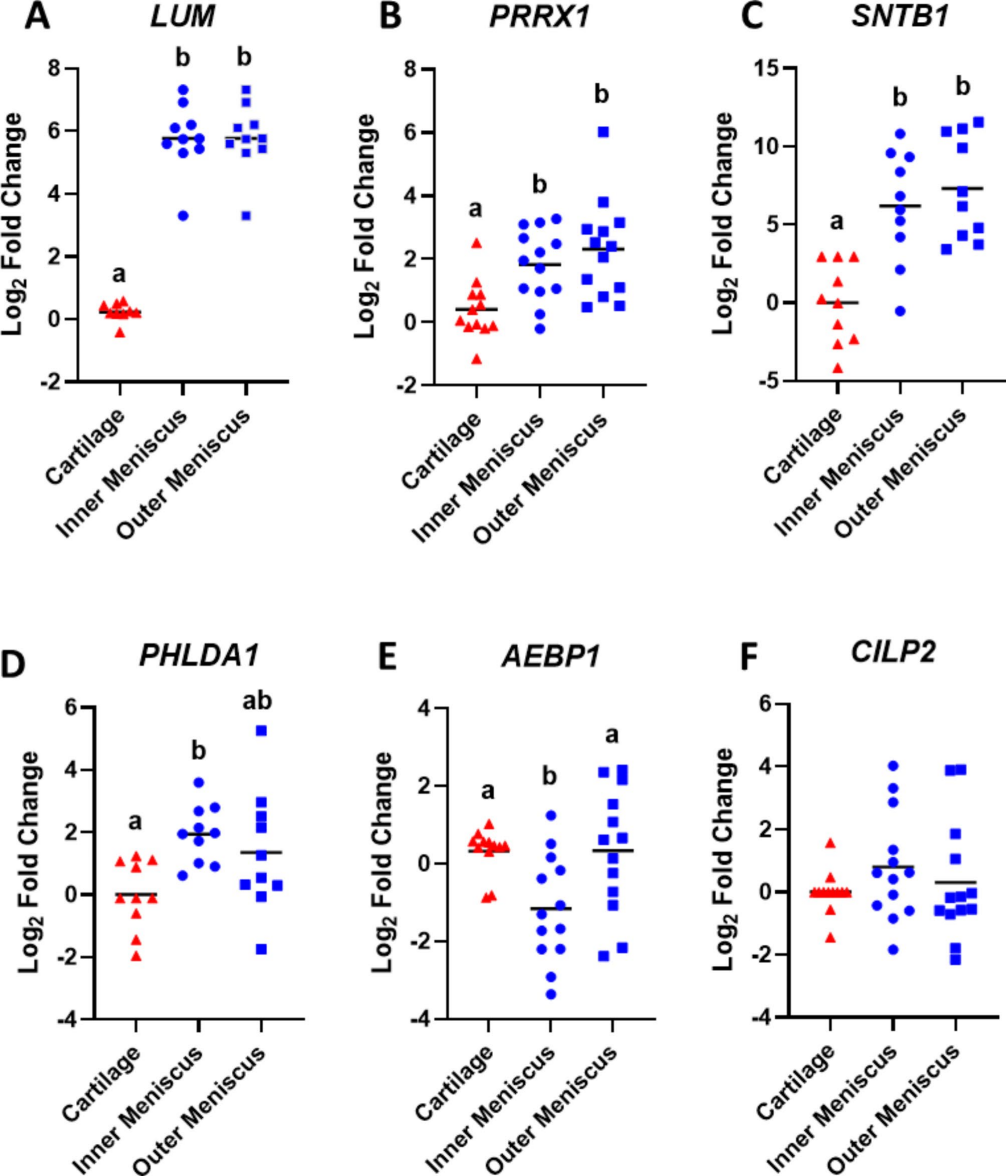
Quantitative RT-PCR for (**A**) *LUM*, (**B**) *PRRX1*, (**C**) *SNTB1*, (**D**) *PHLDA1*, (**E**) *AEBP1*, and (**F**) *CILP2* expression in cartilage and inner and outer zone meniscus tissue (N ≥ 10/group). Results are presented as log-twofold change relative to cartilage. The line indicates the mean value for each group. Groups not sharing a letter are significantly different (p < 0.05).

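The genes called between the zones were COL1A1, CRABP1, C2, SLC15A3 and PCSK1N. C2, a protease of the classical complement pathway, averaged 1.99 ± 0.941 CPM in the inner zone and 29.6 ± 9.20 CPM in the outer zone (n = 3 per group), a log2 fold change of 3.90 (SE 0.39, adjusted p = 0.00318). SLC15A3, a peptide carrier of lysosomes, stood at 2.26 ± 0.837 and 12.4 ± 1.66 CPM, 2.45 (SE 0.29, adjusted p = 0.00868), and PCSK1N, an inhibitor of a prohormone convertase, at 6.77 ± 2.04 and 26.2 ± 6.26 CPM, 1.96 (SE 0.25, adjusted p = 0.00868). C2 lies on chromosome 7 from 24020590 to 24034042.
By edgeR 5 of 15707 genes were called, 3181 had an unadjusted p under 0.05, and DESeq2 called 353. The paper's supplement states that 3 menisci each gave 1 explant per zone, and with a block for the numbers the labels share edgeR called 116, these 5 among them. Inner zone replicate 5 and outer zone replicate 6 share no number, so that fit, which also leaves out cartilage, compares the zones only within numbers 2 and 3. Outer zone replicate 2, which stands apart from its group, is in 1 of these pairs. Leaving out any single library moved the edgeR count between 0 and 363, the highest without outer zone replicate 2. C2 lost its call when any of 6 single libraries was left out, among them inner zone replicate 2 (3.64). The 5 calls all end with only the libraries of the comparison, or under a test against the 2-fold threshold itself. SLC15A3 and PCSK1N each lost theirs without most single libraries, for instance at 2.77 and 1.77 without inner zone replicate 5.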

To better understand zonal differences, DEG analysis was performed on inner and outer zone meniscus, identifying a total of 205 DEGs (Supplemental Fig. 1 and Supplemental Dataset 3). 

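Of the genes with an unadjusted p under 0.05 between the zones, the strongest were higher in the outer zone. GPNMB, a glycoprotein of macrophages and osteoblasts, averaged 3.81 ± 2.66 CPM in the inner zone and 72.9 ± 53.6 CPM in the outer zone (n = 3 per group), a log2 fold change of 4.25 (SE 0.73, adjusted p = 0.0310), and MMP16, a membrane metalloproteinase, 46.1 ± 22.6 and 15.0 ± 4.10 CPM, -1.62 (SE 0.35, adjusted p = 0.0547). Neither was called, and with a block for the label number GPNMB was (4.46, adjusted p = 1.7e-04). All 5 genes called by edgeR were higher in the outer zone and 0 were lower, with the block 110 and 6, while the DESeq2 test called 322 higher and 31 lower.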

The majority of these differentially expressed genes were upregulated in the outer zone tissue (190 genes) compared to the inner zone (15 genes). 

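CRABP1, which binds retinoic acid in the cytoplasm, averaged 2.76 ± 1.35 CPM in the inner zone and 68.5 ± 35.2 CPM in the outer zone (n = 3 per group), a log2 fold change of 4.63 (SE 0.58, adjusted p = 0.00868). PECAM1 stood at 3.73 ± 0.749 and 99.1 ± 100.3 CPM, 4.74 (SE 0.84, adjusted p = 0.0357). THY1, a surface glycoprotein of fibroblasts and endothelium, stood at 83.0 ± 14.6 and 249 ± 139 CPM, 1.58 (SE 0.34, adjusted p = 0.0513), and LGALS1, a galactoside-binding lectin, at 25.2 ± 8.86 and 137 ± 114 CPM, 2.45 (SE 0.50, adjusted p = 0.0472). FSCN1, which bundles actin, changed by 2.62 (SE 0.62, adjusted p = 0.0640). Of these genes only CRABP1 was called, and it lost the call when any of 12 single libraries was left out, for instance at 4.53 without inner zone replicate 2. With a block for the label number THY1 was called as well (1.16, adjusted p = 0.00923).
Of 20 endothelial marker genes 0 were called between zones, 14 when adjusted over the list alone (camera adjusted p = 6.5e-12 with the preset correlation and adjusted p = 0.380 with an estimated correlation). Their median log2 fold change was 5.33, and 20 of 20 were higher in the outer zone. Summed over the list the outer zone libraries held 464 and 994 CPM in replicates 6 and 3 and 149.6 CPM in replicate 2, and the inner zone ones 108 to 181 CPM.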

The most highly expressed genes in the outer zone meniscus included genes associated with the following: signal transduction, including genes related to the vasculature (*PLVAP, VWF, PECAM1*), the retinoic acid binding protein *CRABP1*, glycoproteins (*GPNMB* and *THY1*), and the glycan-binding protein *LGALS1*; cytoskeleton, including genes involved in actin regulation (*FSCN1, PLEKHO1, MYO1B,* and *LIMA1*); ECM components, such as collagens (*COL1A1*, *COL4A2*, and *COL18A1*) and glycoprotein *FBLN2*; growth factor *CCN2*, which is commonly secreted by vascular endothelial cells; and enzymes, including the matrix degrading enzyme *MMP2* (Table 5). 

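CHRDL2, an antagonist of bone morphogenetic proteins, reached 24.8 and 66.8 CPM in inner zone replicates 5 and 2 but 1.61 CPM in replicate 3, while the outer zone libraries held 0.193 to 1.90 CPM. RSPO3, an agonist of Wnt signaling, was likewise at 1.43 and 5.07 CPM in those inner libraries and 0.0701 CPM in replicate 3, against 0 to 0.227 CPM in the outer zone. CALR3, a calcium-binding protein, changed by -1.32 (SE 0.38, adjusted p = 0.102) from inner to outer zone (n = 3 per group) and was not called by edgeR.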

When analyzing the top DEGs in inner zone meniscus compared to outer zone, genes associated with the following were identified: signal transduction, including genes involved in TGF-β (*CHRDL2*) and Wnt (*RSPO3*) signaling; the Ca^2^^+^ binding protein *CALR3*; ECM protein *CILP*; enzymes, including genes related to matrix degradation (*MMP16*) and metabolism (*ATP6V1B1, LNPEP,* and *FUT8*); and transcriptional regulator *OVOL1* (Table 6). Of the most highly expressed genes, the largest DEGs were *CD93* (logFC = 10.72), *PLVAP* (logFC = 9.79), and *VWF* (logFC = 9.41) in the outer zone and *CHRDL2* (logFC = 5.31) and *RSPO3* (logFC = 4.55) for the inner zone meniscus.

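CD93, a receptor of vascular endothelium, had 3 reads in the inner zone and 6015 in the outer zone, a ratio of 1825 (95% interval 624 to 8854), with an adjusted p of 0.0512. PLVAP, which forms the diaphragms of endothelial pores, averaged 0.0427 ± 0.0156 CPM in the inner zone and 38.4 ± 43.8 CPM in the outer zone (n = 3 per group), a log2 fold change of 9.67 (SE 1.59, adjusted p = 0.0305). VWF, a clotting protein stored in endothelium, stood at 0.0521 ± 0.0625 and 36.0 ± 42.1 CPM, 9.29 (SE 1.81, adjusted p = 0.0426). In the inner direction CHRDL2 changed by -5.46 (SE 1.21, adjusted p = 0.0600) and RSPO3 by -4.44 (SE 1.09, adjusted p = 0.0710). CD93 lies on chromosome 17 from 30233275 to 30240041 and PLVAP on chromosome 2 from 60324565 to 60344450.
None of these genes was called by edgeR, and with a block for the label number CD93 (11.42, adjusted p = 8.1e-05), PLVAP (10.04, adjusted p = 6.2e-04), VWF (10.91, adjusted p = 1.7e-04) and CHRDL2 (-4.40, adjusted p = 0.00899) were. In outer zone replicate 2 CD93 stood at 0.850 CPM, against 46.6 and 116 CPM in replicates 6 and 3, PLVAP at 0.567 CPM and VWF at 0 CPM.

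**Figure D3:**
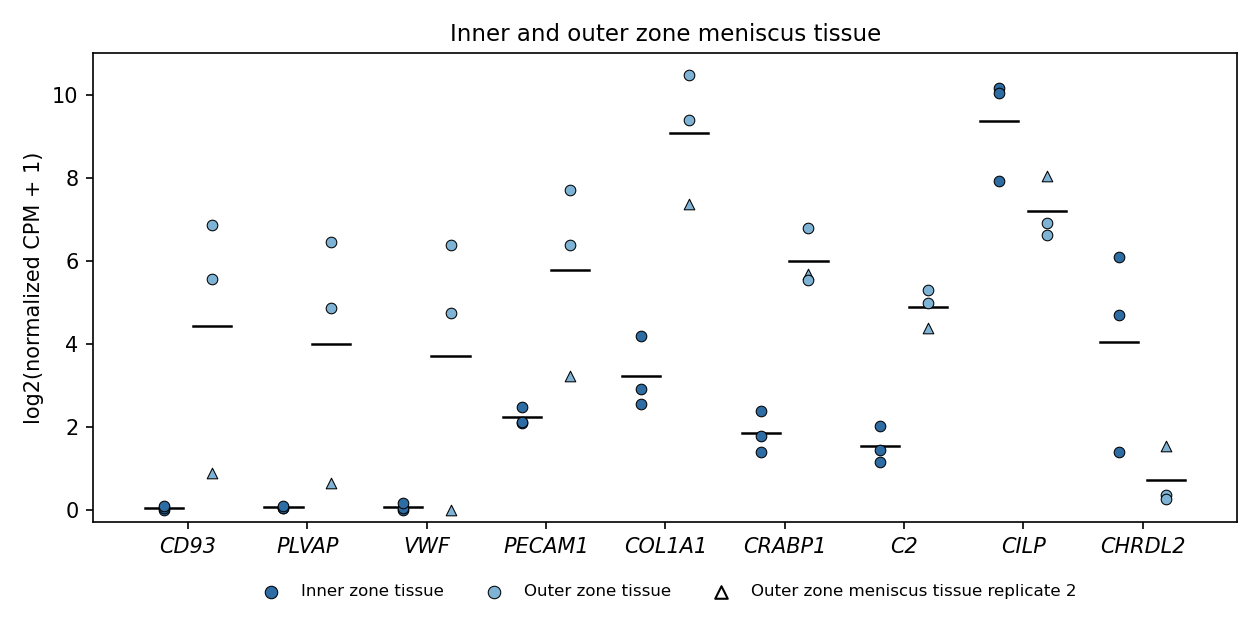
Level of 9 genes (vertical axis, log2 of normalized CPM plus 1) in inner zone and outer zone tissue, each point being a library, each bar a group mean and the triangle outer zone replicate 2. The triangle lies near the inner libraries for CD93, PLVAP, VWF and PECAM1, at 8.42 CPM for PECAM1.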

**Table 5:** Top 25 expressed genes in outer zone meniscus tissue compared to inner zone meniscus tissue.

Gene symbol	Gene name	LogFC	padj
Cytoskeleton			
CD93	CD93 Molecule	10.72	2.76E-05
FSCN1	Fascin Actin-Bundling Protein 1	2.61	3.54E-04
PLEKHO1	Pleckstrin Homology Domain Containing O1	2.53	2.22E-03
MYO1B	Myosin IB	2.07	7.09E-03
TAGLN2	Transgelin 2	1.87	2.61E-04
LIMA1	LIM domain and actin binding 1	1.51	1.91E-03
Extracellular Matrix			
COL1A1	Collagen Type I Alpha 1 Chain	6.30	1.11E-09
COL4A2	Collagen Type IV Alpha 1 Chain	4.43	8.10E-04
POSTN	Periostin	3.82	5.07E-03
FBLN2	Fibulin 2	2.54	4.17E-04
COL18A1	Collagen Type XVIII Alpha 1 Chain	2.30	4.09E-03
Enzyme			
MMP2	Matrix Metallopeptidase 2	2.89	4.24E-04
ANPEP	Alanyl Aminopeptidase	2.74	1.06E-03
UBE2L6	Ubiquitin Conjugating Enzyme E2 L6	1.40	8.37E-03
Growth factor			
CNN2	Calponin 2	1.03	5.70E-03
Signal transduction			
PLVAP	Plasmalemma Vesicle Associated Protein	9.79	2.20E-05
VWF	Von Willebrand Factor	9.41	4.86E-05
PECAM1	Platelet And Endothelial Cell Adhesion Molecule 1	4.72	2.85E-04
CRABP1	Cellular Retinoic Acid Binding Protein 1	4.63	3.59E-06
GPNMB	Glycoprotein Nmb	4.25	9.20E-04
LGALS1	Galectin 1	2.44	3.80E-03
TMEM119	Transmembrane Protein 119	2.35	3.93E-03
THY1	Thy-1 Cell Surface Antigen	1.58	4.02E-03
Transcriptional regulation			
NFATC4	Nuclear factor of activated T-cells 4	1.26	9.12E-03
Unknown			
PALM2	Paralemmin 2	1.19	8.54E-03

Genes with logFC > 1.

Filtered by padj < 0.01.

**Table 6:** Most highly expressed genes in inner zone meniscus tissue compared to outer zone meniscus tissue.

Gene symbol	Gene name	LogFC	padj
Ca2 + Binding Protein			
CALR3	Calreticulin 3	1.34	9.45E-03
Cytoskeleton			
SEMA3E	Semaphorin 3E	2.67	6.52E-04
Extracellular Matrix			
CILP	Cartilage Intermediate Layer Protein 2	2.35	1.68E-03
Enzyme			
ATP6V1B1	ATPase H + Transporting V1 Subunit B1	2.97	8.10E-03
MMP16	Matrix Metallopeptidase 16	1.63	1.46E-03
LNPEP	Leucyl And Cystinyl Aminopeptidase	1.20	1.15E-04
FUT8	Fucosyltransferase 8	1.01	7.77E-03
Signal transduction			
CHRDL2	Chordin Like 2	5.31	9.09E-03
RSPO3	R-Spondin 3	4.55	9.30E-03
FIBIN	Fin Bud Initiation Factor Homolog	1.84	6.02E-03
NXPH4	Neurexophilin 4	1.66	1.45E-04
STC2	Stanniocalcin 2	1.44	6.51E-03
ENKUR	Enkurin	1.04	9.77E-03
Transcriptional regulation			
OVOL1	Ovo Like Transcriptional Repressor 1	2.53	3.15E-03
Unknown			
CRISPLD1	Cysteine Rich Secretory Protein LCCL Domain Containing 1	2.11	4.09E-03

Genes with logFC > 1.

Filtered by padj < 0.01.

The most abundant differences in gene expression were identified when comparing meniscus tissue to passaged meniscus cells. 

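LBP, a liver-type protein that binds bacterial lipopolysaccharide, averaged 1345 ± 504 CPM in inner zone tissue and 0.424 ± 0.0474 CPM in inner zone P3 cells (n = 3 per group), a log2 fold change of 11.63 (SE 0.87, adjusted p = 1.0e-06). RGS5, a regulator of G protein signaling, reached 165 ± 209.9 CPM in inner zone tissue and 0.0421 ± 0.0258 CPM in the cells, 11.79 (SE 1.79, adjusted p = 1.4e-04). Calls over 16-fold numbered 803 between inner zone tissue and cells and 524 between outer zone tissue and cells, against 192 and 405 in the comparisons of inner and outer zone with cartilage. The same comparisons had 2021, 1282, 567 and 1063 calls over 4-fold.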

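ITGA8, an integrin subunit that binds fibronectin, had 0 reads in inner zone tissue and 57022 in inner zone P3 cells, at least 15077-fold higher in the cells. CNN1, the calponin of smooth muscle, had 0 tissue reads and 15671 in the cells, at least 4066-fold higher. Conversely, GDF5, a growth factor of joint formation, had 2 reads in the cells and 3989 in the tissue, a ratio of 2527 (95% interval 699 to 20874). COL11A2, a chain of the type XI collagen of cartilage, averaged 843 ± 534 CPM in tissue and 0.333 ± 0.151 CPM in cells (n = 3 per group), a log2 fold change of 11.27 (SE 1.05, adjusted p = 4.1e-06).
Of 4033 calls 1896 were higher and 2137 lower in the tissue. Over all tested genes the libraries of the groups did not overlap in 62.6%, where 10% would by chance.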

The comparison of inner zone meniscus tissue to passaged inner zone cells yielded 4,266 significant DEGs with 2,122 up-regulated and 2,144 down-regulated in tissue compared to passaged inner zone cells (Fig. 3A and Supplemental Dataset 4). 

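APOD, a carrier of small lipids, averaged 807 ± 516 CPM in outer zone tissue (n = 3) and 0.446 ± 0.0174 CPM in outer zone P3 cells (n = 2), a log2 fold change of 10.81 (SE 0.71, adjusted p = 2.1e-06). NBL1, a secreted antagonist of bone morphogenetic proteins, stood at 3457 ± 1044 and 224 ± 35.9 CPM, 3.95 (SE 0.40, adjusted p = 2.2e-05). ITGA8 and CNN1 were higher in the cells, at -9.13 (SE 0.71, adjusted p = 9.8e-06) and -8.89 (SE 0.88, adjusted p = 4.2e-05).
Of 2617 calls 1304 were higher and 1313 lower in the tissue. With the 2 outer P3 libraries the count depends on each, being 1688 without replicate 147 and 1592 without replicate 148.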

A total of 2,892 significant DEGs were identified between outer zone tissue and passaged outer zone cells (1,573 up-regulated; 1,319 down-regulated) (Fig. 3B and Supplemental Dataset 5). 

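CP, the copper-carrying ferroxidase of plasma, fell in cells of both zones, from 1257 ± 289 CPM in inner zone tissue to 0.477 ± 0.147 CPM (n = 3 per group) and from 791 ± 497 CPM in outer zone tissue (n = 3) to 0.845 ± 0.890 CPM (n = 2). Its log2 fold changes were 11.34 (SE 0.77, adjusted p = 6.7e-07) and 9.82 (SE 0.88, adjusted p = 8.9e-06). CLEC3A, a lectin of cartilage matrix, changed by 11.63 (SE 1.33, adjusted p = 1.8e-05) and 10.38 (SE 1.68, adjusted p = 4.5e-04).
The zones share 1154 calls higher and 1183 lower in tissue, where independent draws would share 157 and 179, and 0 genes were called in opposite directions. The count of 2337 becomes 1439 when each comparison uses only its own libraries, and 1540 and 1478 without outer zone P3 replicates 147 and 148.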

There was substantial overlap in DEGs, with 2,511 of the transcripts identified being shared between both comparisons (Fig. 3C). However, 1,755 genes were unique in the inner zone comparison and 381 genes were unique in the outer zone tissue to passaged cell comparison.

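AEBP1 was higher in the cells of both zones, by -3.94 (SE 0.35, adjusted p = 3.3e-06) for inner zone tissue relative to its cells (n = 3 per group) and -2.02 (SE 0.35, adjusted p = 7.1e-04) in the outer zone (n = 3 and 2), and the difference between these changes, 1.93 (SE 0.48, adjusted p = 0.541), was not called. The outer zone call ends with only the libraries of the comparison, or under a test against the 2-fold threshold itself. Of 1696 genes called only in the inner zone 1664 had the same sign in the outer zone, with a median size of 1.63 inner and 0.95 outer, and of 280 called only in the outer zone 277 had the same sign in the inner zone. The zone by passaging interaction, which tests the difference of these changes, called 0 genes by edgeR, with 1173 at an unadjusted p under 0.05, and 17 by DESeq2. The edgeR count is 15 without outer zone replicate 2 and 21 with a block for the label number. In simulated counts with 200 changed genes the interaction test found 50 of 100 genes with a planted 4-fold difference. Where fewer genes change, or for genes of low level, in which no change was planted, the share may be lower.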

**Fig. 3:**
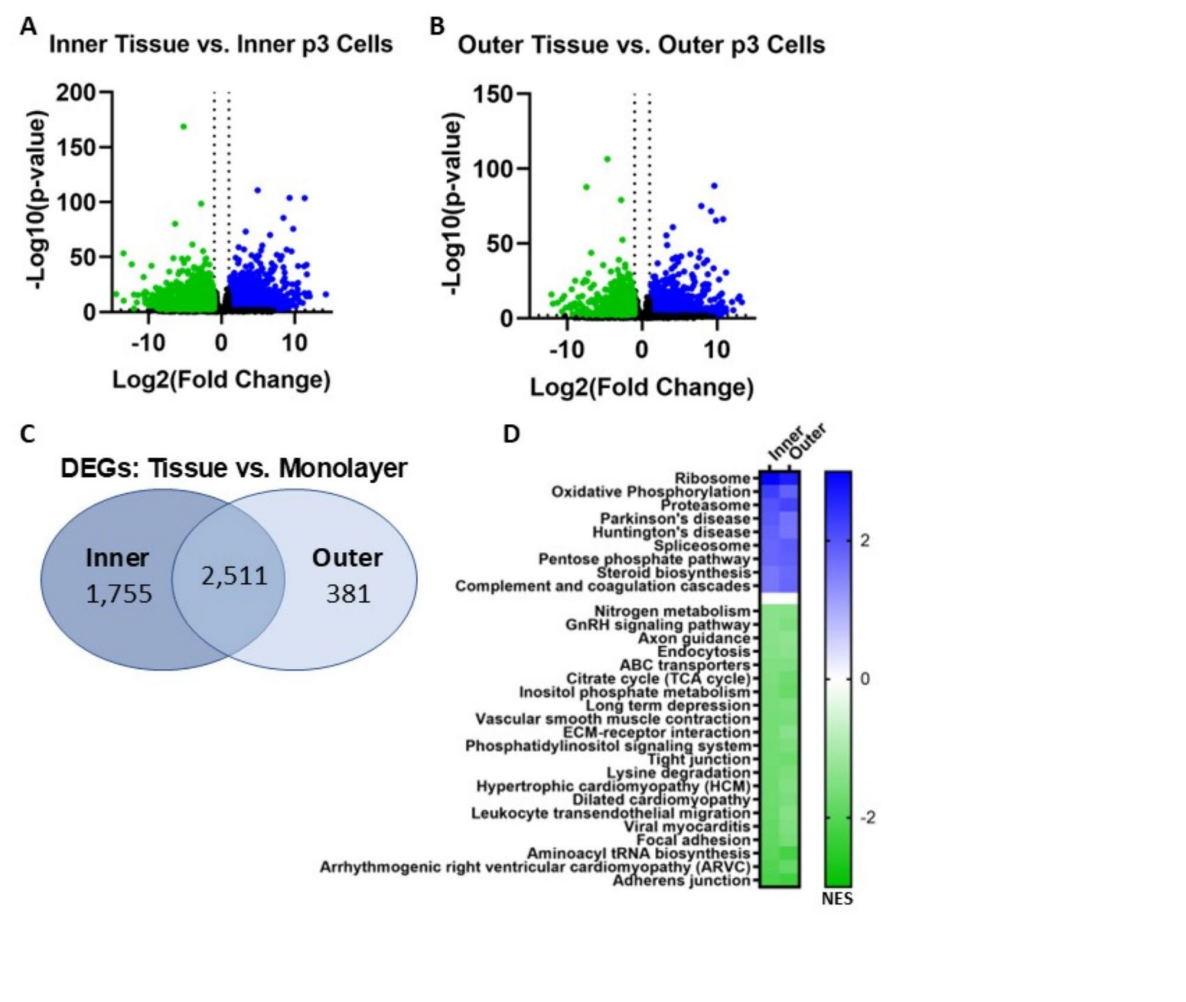
Comparison of Tissue vs. Passage 3 (p3) Monolayer Meniscus Cells using Differentially Expressed Gene Analysis and Gene Set Enrichment Analysis (GSEA). Volcano plots show genes significantly differentially expressed between (**A**) inner zone tissue compared to p3 inner zone meniscus cells and (**B**) outer zone meniscus tissue versus p3 outer zone meniscus cells. Each data point is an individual gene. Dashed lines indicate cutoffs for significant genes (FDR adjusted p-value < 0.01 and a |base-2 log fold-change|> 1). Color denotes if the gene was significantly up-regulated (blue) or down-regulated (green) in meniscus tissue relative to P3 cells, or not significantly different (black). (**C**) Number of significantly differentially expressed genes (DEGs) exclusive to inner zone tissue compared to inner zone p3 cells, outer zone tissue compared to outer zone p3 cells, or found in both zones compared to their respective p3 cells. (**D**) GSEA of inner meniscus tissue versus inner p3 meniscus cells and outer meniscus tissue versus outer p3 meniscus cells. Normalized enrichment scores (NES) of pathways significantly regulated by monolayer culturing in both inner and outer zone samples are shown. A NES > 0 (blue) identifies upregulated pathways and NES < 0 (green) identifies downregulated pathways.

To better identify biological processes associated with gene expression differences between meniscus tissue and passaged cells, Gene Set Enrichment Analysis (GSEA) using the KEGG geneset database was performed. 

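RPS2, a ribosomal protein gene, changed from cells to tissue by 1.73 ± 0.23 log2 units (SE) in the inner zone. Of 46 cytosolic ribosomal protein genes 35 were called higher in inner zone tissue than in its cells, 35 when adjusted over the list alone (camera adjusted p = 7.3e-19 with the preset correlation and adjusted p = 0.403 with an estimated correlation). The outer zone had 19, 19 over the list alone (camera adjusted p = 8.1e-12 with the preset correlation and adjusted p = 0.524 with an estimated correlation). WARS, the tryptophanyl-tRNA synthetase, was higher in the cells, at -2.50 (SE 0.24, adjusted p = 5.3e-06) inner and -2.54 (SE 0.26, adjusted p = 2.0e-05) outer.
The pathways of KEGG were not analysed here, and the 34 hand-written lists with at least 5 measured genes stand in for some of them. Over the comparisons 67 of 170 list tests passed with the preset correlation and 0 with an estimated correlation.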

Numerous overlapping KEGG pathways (30 pathways) with an FDR < 0.25 were found between inner and outer zone tissue comparisons to passaged cells from the corresponding zone (Fig. 3D). Nine of these pathways were upregulated in meniscus tissue relative to monolayer cultured cells, while 21 pathways were upregulated in monolayer cells.

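Acute phase genes were among those higher in tissue, with 14 of 24 called higher and 4 lower in the inner zone (14 and 4 when adjusted over the list alone, camera adjusted p = 7.9e-04 with the preset correlation and adjusted p = 0.527 with an estimated correlation). In the outer zone 10 were higher and 1 lower (13 and 3 over the list alone, camera adjusted p = 4.6e-05 with the preset correlation and adjusted p = 0.403 with an estimated correlation). Genes of transfer RNA synthetases were higher in the cells, 7 of 34 in the inner zone and 7 in the outer zone (7 and 7 over the list alone). For these the camera adjusted p = 0.00166 with the preset correlation and adjusted p = 0.403 with an estimated correlation in the inner zone, and the camera adjusted p = 7.9e-04 with the preset correlation and adjusted p = 0.403 with an estimated correlation in the outer zone.

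**Figure D4:**
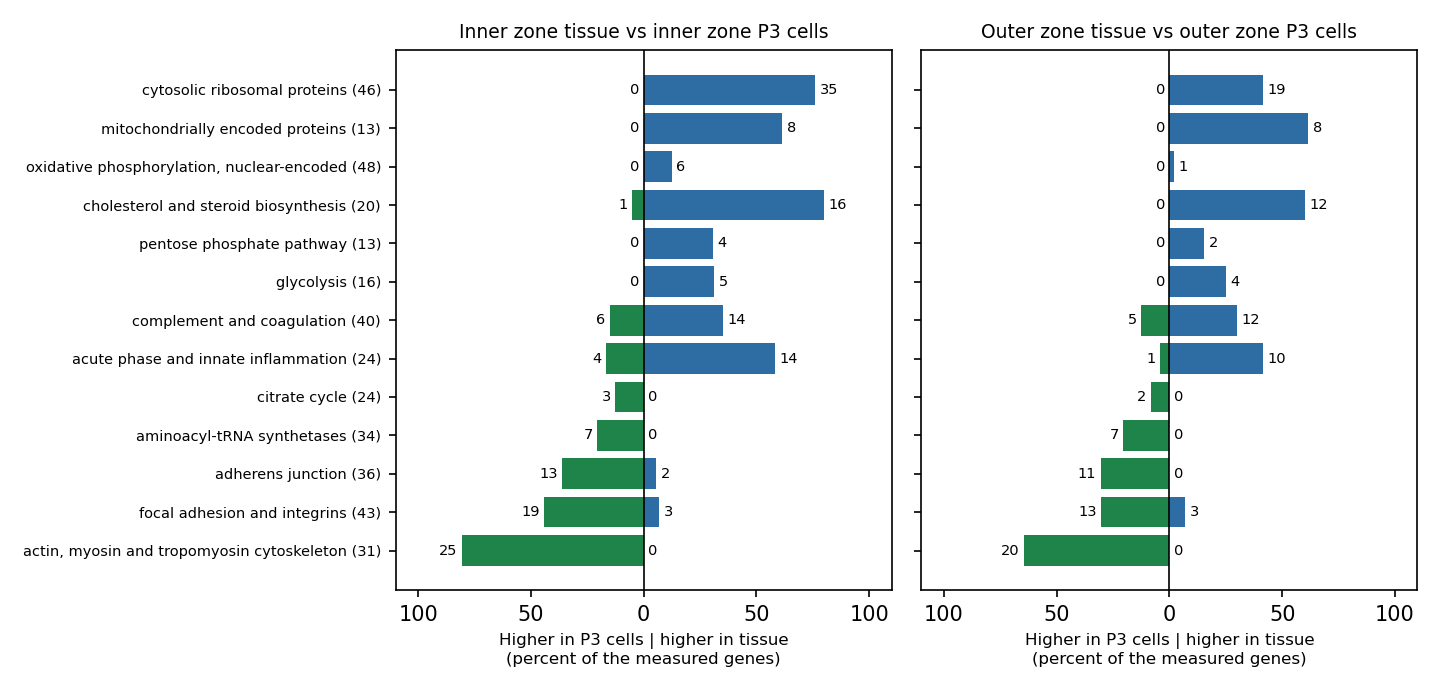
Percent of the measured genes of 13 lists called higher in tissue or in P3 cells (horizontal axis), for the inner and outer zone comparisons, with counts beside the bars. Ribosomal protein genes reach 35 of 46 higher in inner zone tissue and actin, myosin and tropomyosin genes 25 of 31 higher in its cells.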

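CALD1, which binds actin and myosin, averaged 89.6 ± 27.3 CPM in inner zone tissue and 3154 ± 296 CPM in its cells (n = 3 per group), a log2 fold change of -5.14 (SE 0.36, adjusted p = 7.1e-07), and changed by -4.15 (SE 0.35, adjusted p = 6.8e-06) in the outer zone (n = 3 and 2). COL1A2 rose in the cells to 57577 ± 4726 CPM in the inner zone and 45443 ± 6805 CPM in the outer zone, -5.36 (SE 0.52, adjusted p = 5.2e-06) and -4.10 (SE 0.51, adjusted p = 7.6e-05) for tissue relative to cells. COL6A1, a collagen of the pericellular matrix, changed by -1.82 (SE 0.28, adjusted p = 1.5e-04) inner and -1.30 (SE 0.30, adjusted p = 0.00430) outer. LMNA, which stiffens the nuclear envelope, changed by -1.67 (SE 0.17, adjusted p = 6.0e-06) in the inner zone.
The outer zone call of COL6A1 is lost without outer zone P3 replicate 147 (-1.23) or 148 (-1.35), with only the libraries of the comparison, or under a test against the 2-fold threshold itself.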

When comparing the top 25 genes expressed in passaged inner zone cells compared to inner zone tissue (Table 7) and passaged outer zone cells compared to outer zone tissue (Table 8), genes associated predominantly with the cytoskeleton and ECM were upregulated. In particular, upregulation of genes in the actin, myosin, and tropomyosin families were evident. 

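TPM1, a tropomyosin that stabilizes actin filaments, changed by -5.20 (SE 0.27, adjusted p = 2.3e-07) in inner zone tissue relative to its cells (n = 3 per group) and by -4.61 (SE 0.27, adjusted p = 6.8e-07) in the outer zone (n = 3 and 2). MYL9, a light chain of non-muscle and smooth muscle myosin, averaged 0.236 ± 0.0883 CPM in inner zone tissue and 391 ± 32.2 CPM in the cells, -10.66 (SE 0.85, adjusted p = 1.3e-06). MYH9, a non-muscle myosin heavy chain, changed by -3.28 (SE 0.30, adjusted p = 3.6e-06) and -2.52 (SE 0.31, adjusted p = 7.0e-05), and TPM4 by -2.61 (SE 0.20, adjusted p = 1.0e-06) and -2.20 (SE 0.21, adjusted p = 1.2e-05).
Of 31 actin, myosin and tropomyosin genes 25 were called higher in inner zone cells and 20 in outer zone cells, with 0 and 0 higher in tissue. Adjusted over the list alone the counts were 25 and 20, with a camera adjusted p = 6.1e-17 with the preset correlation and adjusted p = 0.256 with an estimated correlation inner and a camera adjusted p = 1.0e-17 with the preset correlation and adjusted p = 0.256 with an estimated correlation outer.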

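COL1A1 averaged 9.55 ± 6.73 CPM in inner zone tissue and 105260.0 ± 6996 CPM in inner zone P3 cells (n = 3 per group), a log2 fold change of -13.43 (SE 1.02, adjusted p = 1.1e-06) for tissue relative to cells. ACTA2 stood at 0.778 ± 0.739 and 3892 ± 743 CPM, -12.30 (SE 1.13, adjusted p = 3.8e-06). TAGLN, an actin-binding protein of contractile cells, stood at 18.9 ± 6.40 and 2272 ± 467 CPM, -6.91 (SE 0.53, adjusted p = 1.1e-06). Each call holds with any 1 library left out. COL1A1 lies on chromosome 12 from 26379087 to 26397180 and TAGLN on chromosome 9 from 44561756 to 44567385.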

In the top 25 most expressed genes, the most highly DEGs in passaged inner zone cells relative to tissue were *COL1A1* (logFC = 13.40), *ACTA2* (logFC = 12.27), and *TAGLN* (logFC = 6.88). In the passaged outer zone cells relative to tissue, the most highly DEGs were *SFRP2* (logFC = 10.38), *ACTA2* (logFC = 7.95), and *IGFBP2* (logFC = 7.89). 

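SFRP2 averaged 1.54 ± 0.495 CPM in outer zone tissue (n = 3) and 2061 ± 1262 CPM in outer zone P3 cells (n = 2), a log2 fold change of -10.36 (SE 0.93, adjusted p = 8.9e-06) for tissue relative to cells. ACTA2 stood at 19.0 ± 16.4 and 4697 ± 1814 CPM, -7.95 (SE 0.96, adjusted p = 6.4e-05). IGFBP2, a carrier of insulin-like growth factors, stood at 6.27 ± 3.56 and 1492 ± 802 CPM, -7.89 (SE 0.75, adjusted p = 1.2e-05). SFRP2 lies on chromosome 8 from 75337311 to 75345926 and IGFBP2 on chromosome 15 from 118822092 to 118850985. SFRP2 in inner zone tissue changed by -8.82 (SE 0.89, adjusted p = 7.0e-06) relative to its cells.

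**Figure D5:**
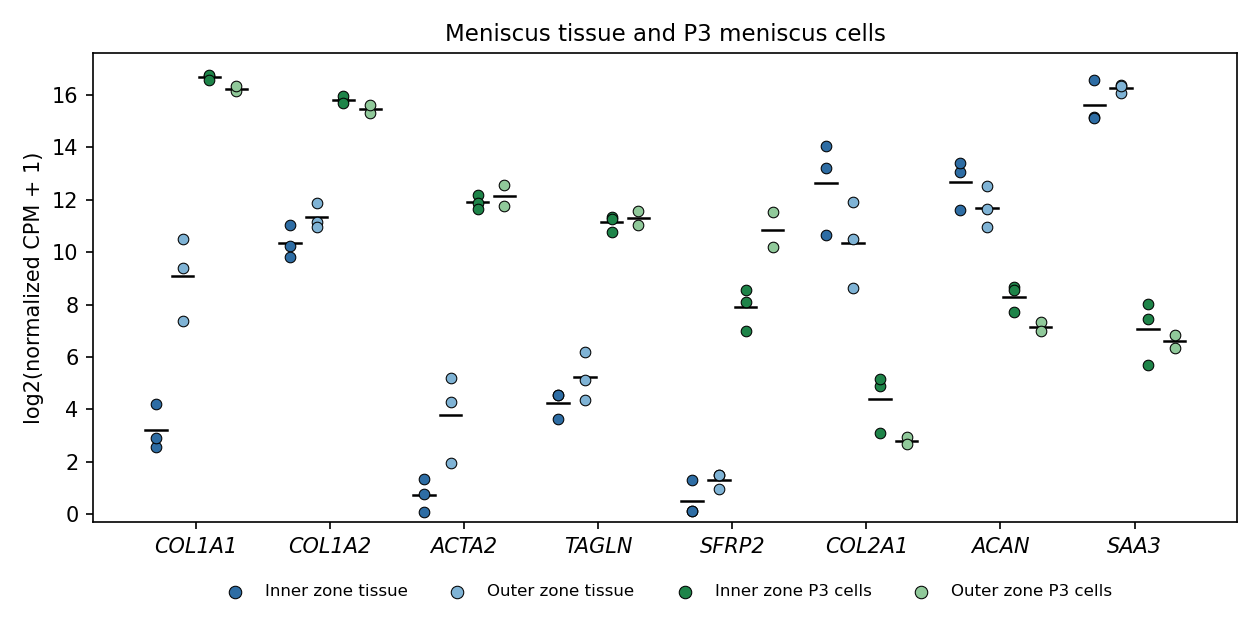
Level of 8 genes (vertical axis, log2 of normalized CPM plus 1) in inner zone and outer zone tissue and in their P3 cells, each point being a library and each bar a group mean. SFRP2 averages 1.54 CPM in outer zone tissue and 2061 in its cells, and SAA3 78538 and 98.0.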

Twenty-two of the 25 genes were upregulated in passaged cells from both zones compared to tissue from the corresponding zone.

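All 22 genes common to the tables of the zones were called higher in cells of both zones. In the outer zone COL1A1 changed by -6.67 (SE 0.81, adjusted p = 6.6e-05) and TAGLN by -5.93 (SE 0.52, adjusted p = 8.1e-06) for tissue relative to cells (n = 3 and 2). The list comes from the samples tested here and is not independent evidence.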

**Table 7:** Top 25 expressed genes in inner zone P3 meniscus cells compared to inner zone tissue.

Gene symbol	Gene name	LogFC	padj
Extracellular Matrix			
COL1A1	Collagen Type I Alpha 1 Chain	13.40	4.58E-54
COL1A2	Collagen Type I Alpha 2 Chain	5.34	2.13E-38
FBN1	Fibrillin 1	4.63	8.31E-37
COL5A1	Collagen Type V Alpha 1 Chain	3.87	5.65E-16
COL5A2	Collagen Type V Alpha 2 Chain	3.37	7.73E-28
COL3A1	Collagen Type III Alpha 1 Chain	3.08	7.78E-15
FLNA	Filamin A	3.04	6.53E-16
COL11A1	Collagen Type XI Alpha 1 Chain	2.83	1.26E-07
THBS1	Thrombospondin 1	2.56	1.33E-07
TNC	Tenascin C	2.11	1.30E-04
SPARC	Secreted Protein Acidic and Cysteine Rich	2.06	5.23E-06
COL6A1	Collagen Type VI Alpha 1 Chain	1.79	4.38E-06
Cytoskeleton			
**ACTA2**	**Actin Alpha 2, Smooth Muscle**	**12.27**	**3.67E-44**
**TAGLN**	**Transgelin**	**6.88**	**2.34E-21**
TPM1	Tropomyosin 1	5.17	1.80E-169
CALD1	Caldesmon 1	5.11	3.09E-45
MYH9	Myosin Heavy Chain 9	3.26	1.04E-11
TPM4	Tropomyosin 4	2.59	1.46E-35
ACTB	Actin Beta	1.79	2.16E-09
ACTG1	Actin Gamma 1	1.43	3.64E-14
VIM	Vimentin	2.50	1.94E-19
LMNA	Lamin A/C	1.65	5.87E-15
Growth factor			
IGFBP5	Insulin Like Growth Factor Binding Protein 5	1.87	2.31E-05
Transcription Factor			
AEBP1	AE Binding Protein 1	3.92	2.57E-10
**FSTL1**	**Follistatin Like 1**	**2.19**	**1.93E-20**

Genes with logFC > 1.

Filtered by padj < 0.01.

Genes in bold were selected for qRT-PCR validation.

**Table 8:** Top 25 expressed genes in outer zone P3 meniscus cells compared to outer zone tissue.

Gene symbol	Gene name	LogFC	padj
Cytoskeleton			
**ACTA2**	**Actin Alpha 2, Smooth Muscle**	**7.95**	**1.33E-15**
**TAGLN**	**Transgelin**	**5.93**	**1.00E-12**
TPM1	Tropomyosin 1	4.60	3.90E-107
CALD1	Caldesmon 1	4.15	8.46E-24
MYH9	Myosin Heavy Chain 9	2.51	6.75E-06
TPM4	Tropomyosin 4	2.19	2.51E-20
ACTB	Actin Beta	1.31	1.97E-04
VIM	Vimentin	1.86	7.22E-09
LMNA	Lamin A/C	1.33	5.05E-08
Extracellular Matrix			
COL1A1	Collagen Type I Alpha 1 Chain	6.66	4.19E-11
COL1A2	Collagen Type I Alpha 2 Chain	4.09	4.49E-18
COL4A2	Collagen Type IV Alpha 2 Chain	3.70	2.10E-03
THBS1	Thrombospondin 1	3.68	2.00E-11
FBN1	Fibrillin 1	3.66	2.21E-18
COL5A1	Collagen Type V Alpha 1 Chain	3.64	3.03E-11
COL3A1	Collagen Type III Alpha 1 Chain	3.59	1.32E-15
COL5A2	Collagen Type V Alpha 2 Chain	2.85	6.46E-16
FLNA	Filamin A	2.46	1.58E-08
COL11A1	Collagen Type XI Alpha 1 Chain	2.44	9.41E-05
SPARC	Secreted Protein Acidic and Cysteine Rich	2.40	3.50E-06
COL4A1	Collagen Type VI Alpha 1 Chain	1.29	5.61E-03
Growth factor			
**SFRP2**	**Secreted Frizzled Related Protein 2**	**10.38**	**1.08E-15**
IGFBP2	Insulin Like Growth Factor Binding Protein 2	7.89	2.13E-24
IGFBP5	Insulin Like Growth Factor Binding Protein 5	2.80	1.92E-08
Transcription Factor			
AEBP1	AE Binding Protein 1	2.01	7.43E-03

Genes with logFC > 1.

Filtered by padj < 0.01.

Genes in bold were selected for qRT-PCR validation.

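ACAN averaged 7484 ± 3992 CPM in inner zone tissue and 328 ± 105 CPM in its cells (n = 3 per group), a log2 fold change of 4.51 (SE 0.55, adjusted p = 2.8e-05), and 142 ± 24.9 CPM in outer zone cells (n = 2), where the change was 4.69 (SE 0.66, adjusted p = 1.8e-04). COMP, a pentameric protein of load-bearing matrix, changed by 4.32 (SE 0.41, adjusted p = 4.7e-06) inner and 2.85 (SE 0.45, adjusted p = 3.8e-04) outer, and DCN by 2.85 (SE 0.29, adjusted p = 7.4e-06) and 2.63 (SE 0.34, adjusted p = 1.0e-04). SOD2, the superoxide dismutase of mitochondria, changed by 5.57 (SE 0.52, adjusted p = 4.5e-06) and 5.18 (SE 0.62, adjusted p = 6.1e-05). FTH1, the heavy chain of the iron store ferritin, changed by 2.71 (SE 0.25, adjusted p = 4.5e-06) and 2.47 (SE 0.30, adjusted p = 6.1e-05), and CTSD, a lysosomal protease, by 2.58 (SE 0.31, adjusted p = 2.6e-05) and 2.28 (SE 0.36, adjusted p = 3.9e-04). CLU, a secreted chaperone, averaged 15846 ± 3589 CPM in inner zone tissue and 401 ± 191 CPM in the cells, 5.31 (SE 0.41, adjusted p = 1.1e-06).
MFGE8, a glycoprotein that marks dying cells for uptake, was called at 3.30 (SE 0.44, adjusted p = 5.7e-05) inner and 2.43 (SE 0.50, adjusted p = 0.00212) outer. The outer zone call is lost without outer zone P3 replicate 147 (2.65) or 148 (2.24), with only the libraries of the comparison, or under a test against the 2-fold threshold itself.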

Comparison of the top 25 genes expressed in inner zone meniscus tissue compared to passaged inner zone meniscus cells (Table 9) and outer zone meniscus tissue compared to passaged outer zone meniscus cells (Table 10) identified upregulated genes associated with the following: ECM, including matrix proteins *ACAN, COMP, DCN*, and *FN1*; membrane glycoprotein *MFGE8*; mitochondria, including *SOD2* and *COX3*, which are involved in oxidative phosphorylation; growth factors and regulators, including *TPT1*, which is a regulator of cell growth and proliferation; iron trafficking (*LCN2*) and storage (*FTL* and *FTH1*); ribosomal proteins, such as *RPS2*; signal transduction, including *SAA3,* which enables Toll-like receptor binding, and *CLU*, which has anti-apoptotic, anti-inflammatory and antioxidant properties in cartilage^32^; enzymes, including those involved in matrix degradation (*CTSD*) and metabolism (*GAPDH*); and secreted protein *SAA1*, which plays a role in inflammation and tissue injury. Nineteen of these highly expressed genes in meniscus inner and outer zone tissue were shared. 

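GAPDH, an enzyme of glycolysis, was higher in tissue of both zones, at 4343 ± 935 CPM inner and 3536 ± 159 CPM outer (n = 3 per group) against 1093 ± 108 CPM (n = 3) and 977 ± 1.35 CPM (n = 2) in the cells, log2 fold changes of 1.99 (SE 0.23, adjusted p = 1.8e-05) and 1.86 (SE 0.26, adjusted p = 1.9e-04). SPP1, osteopontin, changed by 5.33 (SE 0.52, adjusted p = 5.5e-06) and 6.45 (SE 0.66, adjusted p = 2.2e-05). Of the 19 genes 18 were called in both zones, all but SAA1, and the list was chosen on these samples and is not independent evidence.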

The top-most DEGs in inner zone tissue compared to passaged cells were *COL2A1* (logFC = 8.63), *SAA3* (logFC = 8.47), and *SAA1* (logFC = 8.05). 

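COL2A1 averaged 9289 ± 7577 CPM in inner zone tissue and 23.9 ± 14.4 CPM in inner zone P3 cells (n = 3 per group), a log2 fold change of 8.61 (SE 1.19, adjusted p = 7.1e-05). SAA3, an acute phase protein made by mesenchymal cells, stood at 56121 ± 35081 and 161 ± 104 CPM, 8.45 (SE 0.74, adjusted p = 2.6e-06). SAA1, a serum amyloid of the same family, ranged from 17.3 to 12084 CPM over the inner zone libraries and from 0.143 to 42.0 CPM in the cells, 8.03 (SE 2.94, adjusted p = 0.0358), and was not called. COL2A1 lies on chromosome 5 from 78350131 to 78380893 and SAA3 on chromosome 2 from 41021349 to 41025950.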

In outer zone tissue, *SAA3* (logFC = 9.65) and *SAA1* (logFC = 9.31) were also among the most DEGs, as well as *LCN2* (logFC = 7.79).

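SAA3 averaged 78538 ± 9126 CPM in outer zone tissue (n = 3) and 98.0 ± 23.8 CPM in outer zone P3 cells (n = 2), a log2 fold change of 9.65 (SE 0.94, adjusted p = 1.5e-05). LCN2 stood at 3633 ± 535 and 16.5 ± 3.30 CPM, 7.78 (SE 0.96, adjusted p = 7.4e-05). For SAA1 the outer zone libraries ran from 45.0 to 21138 CPM, the change was 9.31 (SE 3.76, adjusted p = 0.0657), and it was not called. LCN2 lies on chromosome 1 from 268609975 to 268614651.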

**Table 9:** Top 25 expressed genes in inner zone tissue compared to inner zone P3 meniscus cells.

Gene symbol	Gene name	LogFC	padj
Cell Membrane Protein			
MFGE8	Milk Fat Globule-EGF Factor 8 Protein	3.32	1.58E-16
Extracellular Matrix			
COL2A1	Collagen 2A1	8.63	1.49E-23
HAPLN1	Hyaluronan and Proteoglycan Link Protein 1	6.34	4.01E-28
MGP	Matrix G1a	6.03	4.43E-12
SPP1	Secreted Phosphoprotein 1	5.35	6.51E-38
ACAN	Aggrecan	4.54	6.18E-15
TIMP3	Tissue inhibitor of metalloproteinase 3	4.46	3.24E-27
COMP	Cartilage oligomeric matrix protein	4.35	1.19E-20
DCN	Decorin	2.88	1.74E-21
PRELP	Proline and arginine rich end leucine rich repeat protein	2.24	6.85E-06
FN1	Fibronectin 1	1.76	7.21E-04
FMOD	Fibromodulin	1.67	7.26E-05
Enzyme			
CTSD	Cathepsin D	2.61	1.97E-15
GAPDH	Glyceraldehyde-3-Phosphate Dehydrogenase	2.02	2.09E-20
Growth Factors and Regulators			
TPT1	Tumor protein, Translationally-Controlled 1	1.84	3.01E-11
Iron Homeostasis			
LCN2	Lipocalin 2	6.88	4.46E-45
FTL	Ferritin light chain	2.76	4.88E-17
FTH1	Ferritin heavy polypeptide 1	2.73	1.29E-27
Mitochondrial Protein			
SOD2	Superoxide dismutase 2	5.59	2.83E-61
COX3	Cytochrome C Oxidase subunit III	1.47	7.80E-17
Ribosomal Protein			
RPS2	Ribosomal protein S2	1.76	6.02E-10
RPLP0	Ribosomal protein lateral stalk subunit P0	1.15	4.00E-06
Secreted Protein			
SAA1	Serum amyloid A protein 1	8.05	4.32E-04
Signal Transduction			
SAA3	Serum amyloid A protein	8.47	2.65E-86
CLU	Clusterin	5.33	6.74E-45

Genes with logFC > 1.

Filtered by padj < 0.01.

**Table 10:** Top 25 expressed genes in outer zone tissue compared to outer zone P3 meniscus cells.

Gene symbol	Gene name	LogFC	padj
Cell Membrane Protein			
MFGE8	Milk Fat Globule-EGF Factor 8 Protein	2.44	1.91E-07
Extracellular Matrix			
SPP1	Secreted Phosphoprotein 1	6.46	1.23E-43
MGP	Matrix G1a	6.16	6.58E-10
ACAN	Aggrecan	4.69	1.61E-12
COMP	Cartilage oligomeric matrix protein	2.86	1.57E-07
DCN	Decorin	2.64	2.22E-14
CCDC80	Coiled-coil domain containing 80	2.02	1.11E-03
FN1	Fibronectin 1	1.97	1.10E-03
Enzyme			
CTSD	Cathepsin D	2.29	1.41E-09
HTRA1	Serine protease HTRA1	1.95	4.67E-06
GAPDH	Glyceraldehyde-3-Phosphate Dehydrogenase	1.86	7.47E-14
CYP1B1	CYP450 Family 1 Subfamily B Member 1	1.16	1.80E-03
Growth Factors and Regulators			
NBL1	DAN Family BMP antagonist	3.96	7.91E-34
TPT1	Tumor protein, Translationally-Controlled 1	1.12	6.62E-04
Iron Homeostasis			
LCN2	Lipocalin 2	7.79	1.24E-45
FTH1	Ferritin heavy polypeptide 1	2.48	4.07E-18
FTL	Ferritin light chain	1.78	3.56E-06
Mitochondrial Protein			
SOD2	Superoxide dismutase 2	5.19	5.06E-42
SOD3	Superoxide dismutase 3	3.05	2.17E-16
ATP6	ATP synthase 6	2.19	4.07E-13
COX3	Cytochrome C oxidase subunit III	1.24	1.17E-09
Ribosomal Protein			
RPS2	Ribosomal protein S2	1.23	2.46E-04
Secreted Protein			
SAA1	Serum amyloid A protein 1	9.31	4.24E-04
Signal Transduction			
SAA3	Serum amyloid A protein	9.65	3.07E-89
CLU	Clusterin	4.90	4.42E-30

Genes with logFC > 1.

Filtered by padj < 0.01.

Quantitative RT-PCR was used to validate expression of *ACTA2* (Fig. 4A), *TAGLN* (Fig. 4B), *SFRP2* (Fig. 4C), and *FSTL1* (Fig. 4D) in passaged cells and meniscus tissue obtained from both the inner and outer zones. Expression of each of these genes was upregulated in both the inner and outer zone passaged cells compared to inner and outer zone tissue (p < 0.0001). There were no detectable differences in expression between passaged cells obtained from the inner and outer zone or tissue obtained from either zone except for *SFRP2,* which was downregulated in inner zone meniscus tissue compared to outer zone meniscus tissue (p < 0.001).

**Fig. 4:**
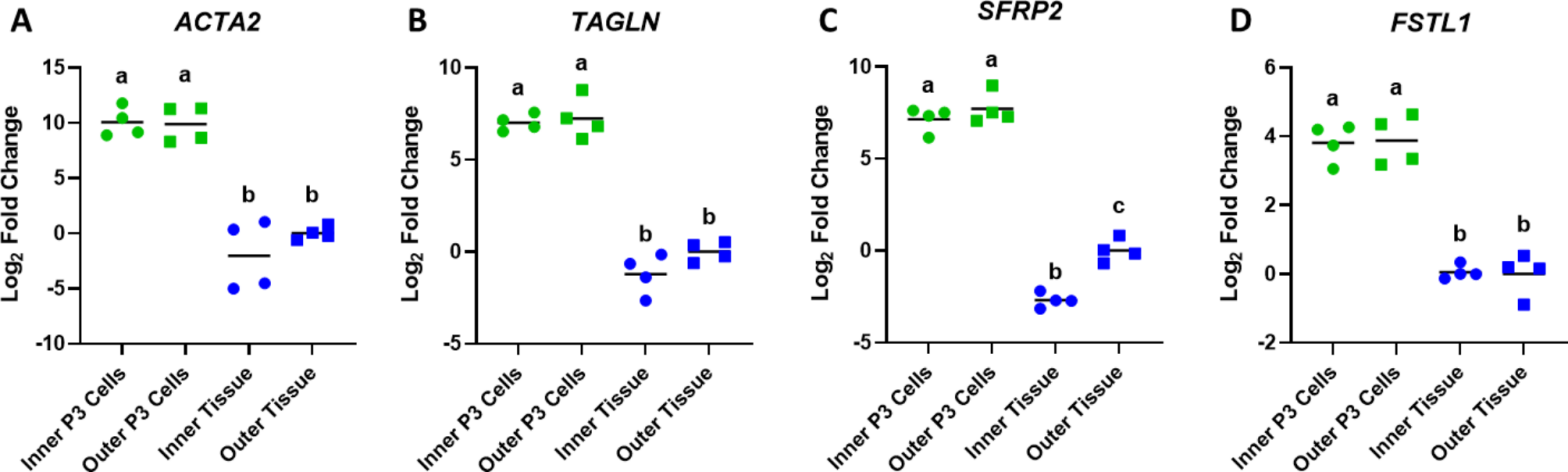
qRT-PCR for (**A**) *ACTA2*, (**B**) *TAGLN*, (**C**) *SFRP2*, and (**D**) *FSTL1* expression in passage 3 (P3) inner and outer zone meniscus cells and inner and outer zone meniscus tissue (n = 4/group). Results are presented as log-twofold change relative to the meniscus outer zone tissue. The line indicates the mean value for each group. Groups not sharing a letter are significantly different (p < 0.001).

## Discussion

Despite the common comparison of inner zone meniscus cells to chondrocytes and outer zone meniscus cells to fibroblasts^7,8,11^, our findings show that inner and outer zone meniscus cells have a distinct transcriptomic profile and are more similar to each other than to either articular cartilage or passaged meniscus cells. 

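Inner zone libraries lay at a mean distance of 93.4 (range 85.7 to 108, 9 pairs) from cartilage and outer zone libraries at 109 (range 89.6 to 124, 9 pairs), and the ranges overlap. Towards the cells of the inner zone the order turned, with 126 (range 114 to 143, 9 pairs) from outer zone tissue. Outer zone replicates 6 and 3 lay 118 and 113 from cartilage and 118 and 120.0 from the P3 cells. For outer zone replicate 2 the values were 96.4 and 141, inside the 87.9 to 101 and 138 to 153 of the inner libraries.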

When comparing by PCA, it is noted that inner meniscus tissue clusters slightly closer to cartilage and outer zone meniscus tissue clusters closer to monolayer cells. However, differences between meniscus tissue and articular cartilage or monolayer cells are much greater than differences between the zones of the meniscus. Similarly, DEG analysis shows that inner and outer zone meniscus tissues are more closely related to each other than to articular cartilage or monolayer cultured cells. 

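LUM, PRRX1 and PHLDA1 had smaller estimated changes between the zones than against cartilage. The paper picked its PCR genes by fold change and adjusted p in these same samples. A smaller zone change is thus in part built in by the choice and is not evidence that the zones are alike. From inner to outer zone LUM changed by 0.91 (SE 0.63), PRRX1 by 0.50 (SE 0.18) and PHLDA1, a regulator of cell death, by -0.30 (SE 0.29), and none was called (n = 3 per group). Against cartilage PHLDA1 changed by 3.21 (SE 0.32, adjusted p = 3.8e-05) inner and 2.91 (SE 0.31, adjusted p = 4.7e-05) outer. AEBP1, also in the paper's PCR, went the other way. It was higher in cartilage by 3.87 than in the inner zone and by 1.80 than in the outer zone, a zone gap above the latter. COL1A1 differed by 6.31 between the zones, with 4.88 to 17.3 CPM inner, 165 to 1433 CPM outer and 93.4 to 173 CPM in cartilage.
The paper states that the zones are nearer to each other than to cartilage or to cultured cells. The mean distance between the zones, 71.0 (range 48.3 to 92.2, 9 pairs), is 0.761 of the smallest mean distance of meniscus tissue to cartilage or cells, and 0.657 with 1 minus the Spearman correlation as distance. Outer zone replicate 2 lowers that mean, at 48.3 to 54.6 from the inner libraries. Inner zone replicates 5 and 2 lay 83.8 to 92.2 from outer zone replicates 6 and 3, and 85.7 to 95.3 from cartilage. Inner zone replicate 3 lay nearer to those outer libraries, at 67.3 and 68.7, than to cartilage, at 94.8 to 108. Between the zones 5 genes were called by edgeR, 363 without outer zone replicate 2, 116 with a block for the label number, and 353 by DESeq2.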

More than 3,100 DEGs were identified between meniscus tissue and cartilage compared to 205 between inner and outer zone meniscus tissue. Of these DEGs between meniscus and cartilage, 1337 were shared between inner and outer meniscus, suggesting that the transcriptome of inner and outer meniscus cells differ from cartilage in a similar way. 

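The paper proposes that both zones differ from cartilage in a similar way, from the share of genes called in both. AKR1B1 averaged 423 ± 82.4 CPM in the outer zone (n = 3), a log2 fold change of 1.99 (SE 0.15, adjusted p = 7.4e-06) against cartilage beside 2.02 in the inner zone. Of 2679 genes called in either zone 1106 were called in both in the same direction and 2 in opposite directions, a shared count of 706 without cartilage replicate 3. Genes called in both had a median size of 1.72 inner and 1.92 outer, and the fold changes correlated at 0.791 over 11812 genes. Simulations where only the shared cartilage libraries linked them gave 0.512, but there no gene changes, so this is a correlation of small random fold changes. Their covariance averaged 0.0697 in the simulations against 1.30 in the data.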

Interestingly, prior work using single cell RNA-Seq revealed new chondrocyte subtypes that appear in degenerated human meniscus tissue, suggesting that these chondrocyte populations in the meniscus tissue may be therapeutic targets^33^. When comparing meniscus tissue and passaged cells, more than 4,600 DEGs were identified. These data show that in situ meniscus cells are a distinct cell type, substantially different from chondrocytes in articular cartilage, and these cells undergo significant transcriptomic changes when passaged.

When looking at the top 25 abundantly expressed genes in cartilage compared to meniscus tissue, there were major differences in ECM-associated genes, as well as genes associated with signal transduction and transcriptional regulation. When comparing cartilage to outer zone meniscus tissue, several expected genes, including *COL2A1* and *ACAN* were identified. Cartilage experiences more compressive loads than the outer zone of the meniscus. Therefore, in cartilage, the relatively increased expression of genes that encode negatively-charged proteoglycans^34^ that can resist compressive loads, such as *ACAN, FMOD*, and *BGN,* is expected. Interestingly, this analysis also identified the upregulation of numerous ribosomal proteins in cartilage compared to outer zone tissue. 

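Of 46 cytosolic ribosomal protein genes 14 were called lower in the outer zone than in cartilage and 0 higher, 14 lower when adjusted over the list alone (camera adjusted p = 9.2e-19 with the preset correlation and adjusted p = 0.403 with an estimated correlation). Their median log2 fold change was -0.95, and 45 of 46 were negative. RPL5 averaged 2686 ± 368 CPM in cartilage and 1186 ± 19.5 CPM in the outer zone (n = 3 per group), and RPL23 2845 ± 478 and 1271 ± 82.7 CPM. In the inner zone 0 of the genes were called, 0 when adjusted over the list alone (camera adjusted p = 1.1e-09 with the preset correlation and adjusted p = 0.557 with an estimated correlation), with a median of -0.60.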

While ribosomal proteins play an essential role in protein translation, their extra-ribosomal functions, including roles in tumorigenesis, immune signaling, and development^35^ may prove to be interesting targets for future studies. On the other hand, the top 25 expressed genes in meniscus compared to cartilage include previously studied genes such as *COL1A2*, as well as several other genes associated with ECM, mitochondrial proteins, signal transduction, and proteins related to transcriptional regulation^36,37^. 

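ACTB, the cytoplasmic β-actin, averaged 406 ± 144 CPM in cartilage and 1473 ± 237 CPM in the outer zone (n = 3 per group), a log2 fold change of 1.86 (SE 0.26, adjusted p = 2.4e-04). CAPG, which caps actin filaments, stood at 169 ± 39.5 and 611 ± 152 CPM, 1.86 (SE 0.25, adjusted p = 1.7e-04), and ACTG1, the γ-actin, at 972 ± 159.8 and 2423 ± 530.5 CPM, 1.32 (SE 0.21, adjusted p = 5.3e-04). All of these calls end under a test against the 2-fold threshold itself. Of 31 actin, myosin and tropomyosin genes 7 were called higher and 1 lower in the outer zone than in cartilage, 7 and 1 over the list alone (camera adjusted p = 0.00450 with the preset correlation and adjusted p = 0.617 with an estimated correlation). Of 13 proteins encoded in the mitochondrial genome 1 was called higher in the outer zone and 1 in the inner zone, in both cases CYTB, and the counts adjusted over the list alone were 1 and 1. For that list the camera adjusted p = 0.810 with the preset correlation and adjusted p = 0.963 with an estimated correlation outer, and the camera adjusted p = 0.559 with the preset correlation and adjusted p = 0.877 with an estimated correlation inner.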

Increased expression of genes encoding mitochondrial proteins in meniscus tissue compared to cartilage, such as *CYP1B1* and *CTYB,* may point to differences in metabolism between the tissues, while increased expression of actin family genes *CAPG*, *ACTB,* and *ACTG1* may indicate differences in cell mechanobiology, migration, and/or motility^38^.

PCR validation of several genes showed trends that largely aligned with our RNA-seq results. In particular, meniscus tissue showed significantly higher expression of *LUM, PRRX1,* and *SNTB1* compared to cartilage. Previous studies in mice homozygous for a null mutation of the small leucine-rich proteoglycan lumican showed reduced tensile strength, as well as thicker collagen fibrils and non-uniform interfibrillar spacing in other connective tissues^39^. Therefore, increased expression of *LUM* in meniscus may indicate an important role of lumican in collagen structure, function, and matrix organization. Prior work has shown upregulation of *LUM* in meniscus but not cartilage following anterior cruciate ligament transection in rats^40^ but an increase in lumican fragmentation in degenerated human cartilage and menisci^41^. *PRRX1*, a transcription factor that binds to the promoter region of TGF-β1, is associated with early limb development, joint morphogenesis^42,43^, regulation of proliferation and differentiation^44^, and can promote meniscus repair^45^. While not one of the most abundantly expressed genes in the inner or outer zone meniscus tissue, *SNTB1* was highly upregulated in both the inner and outer zone tissue compared to cartilage. 

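SNTB1, a syntrophin that links membrane proteins to dystrophin, had 0 reads in cartilage replicates 1 and 3 and 0.271 CPM in replicate 2. It averaged 18.7 ± 5.23 CPM in the inner zone and 14.4 ± 11.4 CPM in the outer zone (n = 3 per group), log2 fold changes of 7.66 (SE 0.92, adjusted p = 1.4e-04) and 7.28 (SE 0.92, adjusted p = 1.1e-04). Without cartilage replicate 2 the estimates rest on cartilage libraries with no reads and become 12.31 and 11.92. P3 cells held 0.743 ± 0.303 CPM in the inner zone (n = 3) and 0.779 ± 0.492 CPM in the outer zone (n = 2). SNTB1 lies on chromosome 4 from 18288756 to 18524362.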

While the specific role of *SNTB1* has not been studied in meniscus, its role in Wnt/β-catenin signaling has implications in OA development^46–48^. Interestingly, expression of *PHLDA1* and *AEBP1* was specific to meniscus tissue zone with *PHLDA1* expression increased in inner zone meniscus tissue compared to cartilage and *AEBP1* expression decreased in inner zone meniscus tissue compared to cartilage and outer zone meniscus. *PHLDA1* encodes a protein involved in apoptosis and upregulation of this gene is associated with reduced cell growth and cell death^49,50^, while *AEBP1* encodes for secreted aortic carboxypeptidase-like protein (ACLP), which plays a role in collagen polymerization^27^. Variants in AEBP1 cause ultrastructural changes in collagen organization and have been identified in patients with Ehlers-Danlos^27^, which clinically results in poor wound healing, joint hypermobility, and osteoporosis^51^. The differential expression of these two genes may have interesting implications in the collagen structure and differential healing abilities between the inner and outer zones. Overall, these robustly and differentially expressed genes provide interesting targets for further research in distinguishing between cartilage and meniscus tissue.

Our findings illustrate the global transcriptomic differences between inner and outer zone meniscus tissue. The larger number of upregulated genes in the outer zone is likely due to the presence of vasculature and vascular-associated cells in the outer zone, which are not found in the inner avascular zone^52^. Furthermore, differences in gene expression profiles between the zones may also be driven by the structural adaptations of the tissue, which is built to withstand the different magnitudes of compressive and tensile strains^53^ in vivo. The expression and arrangement of collagen fibers in the meniscus tissue is critically important for resisting the circumferential hoop stresses experienced by the tissue. 

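COL1A1 averaged 757 ± 638 CPM in the outer zone (n = 3), a log2 fold change of 6.31 (SE 0.78, adjusted p = 0.00868) over the inner zone, and was called. COL4A2, a chain of basement membranes, averaged 6.91 ± 3.75 CPM in the inner zone and 149.6 ± 173 CPM in the outer zone, 4.43 (SE 0.85, adjusted p = 0.0426), and COL18A1, a basement membrane collagen, 14.7 ± 3.00 and 72.8 ± 57.7 CPM, 2.31 (SE 0.48, adjusted p = 0.0473), and neither was called. The call of COL1A1 is lost when any of 13 single libraries is left out, for instance at 5.45 without outer zone replicate 6, with only the libraries of the comparison, or under a test against the 2-fold threshold itself.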

The outer zone expressed higher levels of several collagens than the inner zone, including *COL1A1, COL4A2*, and *COL18A1. CILP* was the only ECM component that was upregulated in the inner zone compared to outer zone but the function of CILP in the meniscus tissue is currently unclear. 

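CILP averaged 810.2 ± 496 CPM in the inner zone and 160.1 ± 89.8 CPM in the outer zone (n = 3 per group), a log2 fold change of -2.34 (SE 0.55, adjusted p = 0.0652) that was not called by edgeR. Its inner zone libraries held 1051, 1139.5 and 240.1 CPM and the outer ones 97.2, 120.2 and 263 CPM, so inner zone replicate 3 lay below outer zone replicate 2. CILP lies on chromosome 1 from 163236864 to 163271222.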

Interestingly, CILP protein levels are decreased in end-stage OA menisci^54^; however, this study did not compare inner and outer zone protein concentrations. While PCA largely showed separation of inner and outer zone meniscus tissue, there was one outer zone sample that clustered with the inner zone tissue samples. There is no physical delineation between the inner and outer zones of the meniscus. Indeed, some studies separate the outer third from the inner two-thirds^10,17,18^, while others separate at the midline of the tissue^55^ or into thirds^9,11^. Explants for RNA-seq were harvested from the inner two-thirds and outer one-third of the meniscus. Interestingly, the two meniscus tissue samples that overlapped in the PCA were taken closer to the anterior and posterior horn, while the other samples were taken closer to the mid-body of the meniscus. It may be that the inner/outer delineation becomes less relevant approaching the horn region and/or that the cells of the horn region are a third distinct phenotype^56^. Indeed, it is likely that meniscus cells vary in all three dimensions, as differences between cells of the superficial and deep regions have also been reported^11,57^. To diminish the confounding effects of potential tissue overlap, samples obtained for qRT-PCR validation were harvested from only the inner one-third and outer one-third of the meniscus tissue, which may explain some of the differences detected between the RNA-seq findings and qRT-PCR. This further separation allowed the detection of significantly lower expression of *AEBP1* and *SFRP2* in the inner zone tissue as compared to the outer zone tissue. *SFRP2* is a marker for bone marrow-derived stem cells and skeletal stem cell multipotency^58^. Given the vascular distribution in meniscus tissue, it is possible that multipotent stem cells may be localized more to the outer zone than the inner zone. While our study has identified overall transcriptomic differences between zones, further work must be performed to identify distinct cell populations between zones of the meniscus. Single-cell sequencing techniques have been utilized to elucidate the cellular landscape of human menisci and how these change with tissue degeneration^33,59^. Leveraging single-cell sequencing analysis may help to determine whether these zonal transcriptomic differences represent phenotypic changes of a single predominant meniscal cell type or changing proportions of multiple cell types.

In this study, we also revealed profound global transcriptomic changes that occur due to passaging of meniscus cells. There are more DEGs and larger fold-change differences between meniscus tissue and passaged cells than any other pairwise comparison. The passaged cells were not donor-matched to the tissue samples, which may have decreased the specificity of RNA-seq to identify changes specific to monolayer passaging. However, the qPCR validation of select genes was performed in a separate cohort of donor samples for both tissue and isolated cells, supporting the generalizability of the measured DEGs. The majority of DEGs and KEGG pathways were shared between inner and outer zone comparisons, suggesting that passaging results in cells that are transcriptionally similar regardless of zone of origin and that the process of dedifferentiation may be similar as well. This is also evidenced by the tight clustering of inner and outer zone cells on the PCA plots. 

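The paper proposes that passaging makes cells of both zones alike, from shared genes and pathways and from the clustering of the cells on its PCA plots. VCL, which anchors actin at adhesions, averaged 581 ± 108 CPM in inner zone cells (n = 3) and 637 ± 159 CPM in outer zone cells (n = 2), against 59.1 ± 2.36 and 86.4 ± 27.9 CPM in the tissues (n = 3 per group). PRRX1 and AEBP1 differed between the cells of the zones by 0.11 (SE 0.20) and 0.15 (SE 0.35) log2 units and SFRP2 by 2.99 (SE 0.69), and none was called. In the paper's PCR, on a separate cohort, SFRP2 showed no detectable difference between passaged cells of the zones. Between the cells of the zones edgeR called 0 genes, 18 with a block for the label number, and DESeq2 10. Of 4313 genes called against cells in either zone 2337 were called in both (1540 and 1478 without outer zone P3 replicates 147 and 148), and genes called in both had a median size of 2.27 inner and 2.01 outer. With 2 outer zone libraries, and cells from other animals than the tissue, differences between zones after passaging are not excluded.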

When analyzing GSEA data, metabolic pathways were well-represented in the comparison of meniscus tissue to passaged cells. 

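ATP6, a subunit of ATP synthase encoded in the mitochondrial genome, averaged 2549.9 ± 91.1 CPM in inner zone tissue and 489 ± 82.5 CPM in its cells (n = 3 per group), a log2 fold change of 2.38 (SE 0.24, adjusted p = 7.9e-06), and changed by 2.18 (SE 0.28, adjusted p = 1.1e-04) in the outer zone (n = 3 and 2). TKT, an enzyme of the pentose phosphate pathway, changed by 1.99 (SE 0.16, adjusted p = 1.3e-06) inner. HMGCS1 changed by 2.51 (SE 0.16, adjusted p = 5.1e-07) and 2.09 (SE 0.18, adjusted p = 8.3e-06). PCK2, a mitochondrial enzyme that draws on the citrate cycle, was higher in the cells, at -2.01 (SE 0.24, adjusted p = 2.2e-05) and -2.14 (SE 0.25, adjusted p = 6.0e-05). DLST, a subunit of that cycle's oxoglutarate dehydrogenase, changed by -1.25 (SE 0.12, adjusted p = 6.1e-06) inner, a call that ends under a test against the 2-fold threshold itself.
Genes called higher in tissue numbered, for nuclear genes of oxidative phosphorylation, 6 of 48 in the inner zone and 1 in the outer zone, 6 and 1 over the list alone (camera adjusted p = 3.9e-04 with the preset correlation and adjusted p = 0.585 with an estimated correlation inner, and camera adjusted p = 0.00315 with the preset correlation and adjusted p = 0.645 with an estimated correlation outer). For mitochondrially encoded proteins there were 8 of 13 in the inner zone and 8 in the outer zone, 8 and 8 over the list alone (camera adjusted p = 1.0e-04 with the preset correlation and adjusted p = 0.403 with an estimated correlation inner, and camera adjusted p = 1.4e-04 with the preset correlation and adjusted p = 0.403 with an estimated correlation outer). For the pentose phosphate pathway there were 4 of 13 in the inner zone and 2 in the outer zone, 4 and 2 over the list alone (camera adjusted p = 0.0200 with the preset correlation and adjusted p = 0.380 with an estimated correlation inner, and camera adjusted p = 0.0369 with the preset correlation and adjusted p = 0.385 with an estimated correlation outer), and for cholesterol and steroid synthesis 16 of 20 in the inner zone and 12 in the outer zone, 16 and 14 over the list alone (camera adjusted p = 2.7e-10 with the preset correlation and adjusted p = 0.256 with an estimated correlation inner, and camera adjusted p = 2.4e-10 with the preset correlation and adjusted p = 0.256 with an estimated correlation outer). Citrate cycle genes higher in the cells numbered 3 of 24 in the inner zone and 2 in the outer zone, 3 and 2 over the list alone (camera adjusted p = 0.145 with the preset correlation and adjusted p = 0.593 with an estimated correlation inner, and camera adjusted p = 0.0596 with the preset correlation and adjusted p = 0.524 with an estimated correlation outer). Over all 15707 tested genes 1896 inner and 1304 outer were called higher in tissue, and 2137 and 1313 higher in the cells. The counts for nuclear oxidative phosphorylation and the citrate cycle thus lie near or below the share over all genes.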

Oxidative phosphorylation, pentose phosphate pathway, and steroid biosynthesis were all more highly expressed in tissue than passaged cells, while citrate cycle (TCA), nitrogen metabolism, and inositol phosphate metabolism were more highly expressed in passaged cells, suggesting a major shift in energy metabolism that occurs with cellular dedifferentiation. 

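ACTN1, which cross-links actin at adhesions, averaged 111 ± 53.5 CPM in inner zone tissue and 816 ± 58.1 CPM in its cells (n = 3 per group), a log2 fold change of -2.88 (SE 0.33, adjusted p = 1.8e-05), and changed by -2.25 (SE 0.34, adjusted p = 3.0e-04) in the outer zone (n = 3 and 2). VCL changed by -3.30 (SE 0.26, adjusted p = 1.2e-06) and -2.88 (SE 0.26, adjusted p = 1.0e-05). LMO7, a protein of adherens junctions, averaged 4.68 ± 3.39 CPM in outer zone tissue and 181 ± 8.60 CPM in its cells, -5.24 (SE 0.66, adjusted p = 8.7e-05). TLN1, which activates integrins, changed by -1.62 (SE 0.19, adjusted p = 1.8e-05) in the inner zone.
Focal adhesion genes called higher in the cells numbered 19 of 43 in the inner zone and 13 in the outer zone, 20 and 13 over the list alone (camera adjusted p = 1.5e-04 with the preset correlation and adjusted p = 0.380 with an estimated correlation inner, and camera adjusted p = 3.7e-04 with the preset correlation and adjusted p = 0.385 with an estimated correlation outer), with 3 and 3 higher in tissue. Adherens junction genes higher in the cells numbered 13 of 36 in the inner zone and 11 in the outer zone, 14 and 11 over the list alone (camera adjusted p = 1.2e-04 with the preset correlation and adjusted p = 0.380 with an estimated correlation inner, and camera adjusted p = 3.9e-04 with the preset correlation and adjusted p = 0.380 with an estimated correlation outer), with 2 and 0 higher in tissue. Both lists contain actin and actin-binding genes.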

Passaged cells also exhibited increased expression of pathways related to cell–cell and cell–matrix interactions, including adherens junction, focal adhesion, tight junction, and ECM-receptor interaction, indicating transcriptional changes related to their physical environment. Identification of some unexpected pathways, such as arrhythmogenic right ventricular cardiomyopathy (ARVC) and viral myocarditis, were likely due to cytoskeletal changes as many of the top genes driving these associations are members of the integrin, myosin, and actin families. Given that the tissue explants were maintained in the same culture medium as the monolayer cells for three days before RNA extraction, these transcriptomic findings are not attributable to in vitro culture. However, alterations in the physical microenvironment likely predominantly drive these changes and our findings reflect the effect of removing the three-dimensional ECM-cell interactions and placing cells in a two-dimensional culture dish. While it is known that primary meniscus cells dedifferentiate in culture^8–12^, prior studies have largely focused on just a few genes based on changes observed during chondrocyte dedifferentiation. Therefore, our data provides an unbiased comprehensive picture of the global gene expression changes in both the inner and outer zone cells due to passaging and provides a broader set of meniscus dedifferentiation markers that can be utilized in meniscus biology and tissue engineering studies to recapitulate the native meniscus phenotype.

When assessing the top 25 expressed genes in monolayer passaged meniscus cells, numerous cytoskeleton-associated transcripts, particularly in the actin and tropomyosin families, were upregulated compared to meniscus tissue. Changes in expression of *ACTA2*, smooth muscle alpha-2 actin, and *TGLN,* an early marker of smooth muscle differentiation*,* together with alterations in actin polymerization and cell morphology have previously been implicated in chondrocyte dedifferentiation^60^. These changes in gene expression indicate an acquisition of contractile properties, which may have major implications for tissue engineering applications. *ACTA2* expression has been identified as an important marker in meniscus tissue healing^61^ and smooth muscle actin immunostaining is increased in the superficial zone of torn menisci but is absent in normal and OA menisci^57^. However, studies in chondrocytes have shown that excessive tissue contraction and shrinkage secondary to expression of contractile proteins may prevent integration of implanted tissues^60^. Therefore, further work is needed to understand the role of ACTA2 in meniscus tissue healing. *FSTL-1*, which was also upregulated by meniscus cell passaging, is associated with activation of NF-κB signaling pathways, an important pathway for inflammatory signaling and OA development^62,63^, and thus its upregulation in passaged cells may have implications for in vitro OA studies. Finally, expression of both *SFRP2* and *TAGLN* were upregulated in passaged cells compared to meniscus tissue. *SFRP2*, a modulator of canonical Wnt signaling, is expressed in the inner and middle regions of the embryonic mouse meniscus^64^. While the roles of these genes have not been studied in meniscus, their increased expression in passaged meniscus cells suggests these are markers of the dedifferentiated passaged meniscal cells. Transcriptomic data from this study serves as an important foundation for exploring the factors and pathways that drive dedifferentiation and provides benchmarks for restoring the native meniscus phenotype.

Future studies are necessary to address some of the limitations of this work. In this study, due to tissue availability from our abattoir, we were only able to assess female tissues. Analyzing the effect of sex on these transcriptomic findings is an important next step. Furthermore, in this study, we used a 3-day preculture period for the tissue samples prior to RNA extraction. This step was intended to standardize culture conditions experienced by the tissues and cells to allow direct comparison of the expression profiles of the cells existing in the native 3D ECM versus monolayer culture on tissue culture plastic, including nutrient and gas composition of the media and incubation temperature. The preculture period most likely resulted in transcriptomic changes relative to the in vivo state^12^. However, in this study, the preculture period allowed us to compare tissues and cells that had experienced similar culture conditions to isolate the effects of the 3D ECM and cell passaging. In addition to comparisons of freshly isolated porcine tissues, it would also be interesting to investigate differences in human meniscus and cartilage samples.

Overall, we have identified and characterized the global transcriptomic differences between cartilage, inner and outer zone meniscus tissue, and passaged meniscus cells, allowing us to reveal differences between these connective tissues and changes in phenotype due to monolayer culturing. Comparing the expression profiles of cultured meniscus cells to meniscus tissue resident cells has revealed the radical transcriptomic changes that occur during in vitro cell passaging. These results provide comprehensive, unbiased transcriptomic changes and numerous novel targets for characterizing inner and outer zone meniscus cells and tissue constructs for regenerative medicine approaches. We have validated *LUM, PRRX1,* and *SNTB1* as markers for meniscus tissue and *ACTA2*, *TAGLN*, *SFRP2*, and *FSTL1* as novel markers for meniscus cell dedifferentiation. Finally, this work provides comprehensive meniscus gene expression profiles and can serve as a resource for future studies of meniscus cell biology, regenerative medicine, and tissue engineering.

## Materials and methods

### RNA sequencing experiments

#### Tissue sample collection

Porcine stifle joints from skeletally mature 2–3 year old female pigs were obtained from a local abattoir. Explants from cartilage (N = 3) were harvested using a scalpel to remove full thickness sections of articular cartilage from the femoral surface, which were approximately 5 mm x 5 mm. Meniscus tissue explants were obtained using a 5 mm biopsy punch inserted perpendicular to the femoral surface of the meniscus. Explants were cut to approximately 2 mm in depth, preserving the femoral surface for culture. Explants were taken from the inner two-thirds and outer one-third of the medial menisci (N = 3/zone; Supplemental Fig. 2) and placed in DMEM-HG (DMEM-HG; Catalog # 11,995,073; Gibco, Carlsbad, CA) with 10X antibiotic/antimycotic (Catalog # 15,240,062; Gibco) for one hour. Explants were subsequently maintained in culture media composed of DMEM-HG, 10% fetal bovine serum (Catalog # SH30396.03; HyClone, Logan, UT), 1X non-essential amino acids (Catalog # 11,140,050; Gibco), 1X antibiotic/antimycotic, 10 mM HEPES (Cat # 15,630,080; Gibco), 40 μg/mL L-proline (SKU # H54409; Sigma-Aldrich, St. Louis, MO), and 50 μg/mL ascorbate (SKU # A8960; Sigma-Aldrich). Media was changed the day after explants were harvested and explants were cultured for an additional two days at 37 °C, 5% CO_2_ for a total of three days. Samples were rinsed in phosphate buffered saline (PBS; catalog # 10,010–023; Gibco), flash frozen in liquid nitrogen, and stored at -80 °C until RNA extraction.

#### Tissue RNA extraction

Explants were pulverized in TRIzol (Catalog # 15,596,026; Life Technologies, Carlsbad, CA) using a freezer mill (Model 6875; SPEX SamplePrep, Metuchen, NJ) under liquid nitrogen^12,21^. Samples underwent three, two-minute cycles at maximum frequency with two minutes precooling between cycles. RNA was extracted by TRIzol/chloroform separation, resuspended in lysis buffer, and column purified according to the Norgen Total RNA Purification Plus extraction kit protocol (Catalog # 48,300; Norgen Biotek Corp, Ontario, Canada).

#### Cell isolation and monolayer culture

Meniscus cells were isolated from the outer one-third or inner two-thirds of the porcine medial meniscus (N = 3 inner zone, N = 2 outer zone). Tissue was minced and processed by sequential digestion with 0.5% (w/v) pronase (SKU 53,702; EMD Millipore Corp., Temecula, CA) for one hour and 0.2% (w/v) collagenase type I (Catalog # LS004197; Worthington Biochemical Corp., Lakewood, NJ) for 16 h in complete culture media^12,21^. Cells were seeded at 5 million cells per 10 cm tissue culture plate and maintained in complete culture media. Media was replaced every 2–3 days and cells were passaged at 90% confluence (5–6 days for passage 1 and then 2–3 days for subsequent passages). Cell pellets were collected at the third passage, flash frozen in liquid nitrogen, and stored at -80 °C until RNA extraction was performed using the Norgen Total RNA Purification Plus extraction kit.

#### RNA sequencing

RNA-seq was performed by the Duke Center for Genomic and Computational Biology (Durham, NC). Reads that were 20nt or longer after trimming were mapped to the Sscrofa11.1v91 version of the pig genome and transcriptome^65^, using the STAR RNA-seq alignment tool^66^. Subsequent analysis was performed only for genes that mapped to a single genomic location. Using the HTSeq tool, gene counts were compiled, and subsequent analysis performed on genes with at least 10 reads. Normalization and differential expression analyses were performed using the DESeq2 Bioconductor^67^ package within the R statistical programming environment. Principal component analysis (PCA) was performed using the variance stabilizing transformation of DESeq normalized gene counts. False discovery rate (FDR) was calculated to control for multiple hypothesis testing of differential expression for pairwise comparisons. Genes expression changes with a base-2 log fold-change (LogFC) magnitude greater than one (|LogFC|> 1) and FDR adjusted p-value < 0.01 (padj < 0.01) were considered significant. The “Top 25 Expressed Genes” tables were created by identifying the most highly expressed genes by transcript count and filtering based on logFC > 1 and padj < 0.01 when compared to the second group. Gene set enrichment analysis (GSEA)^68,69^ was performed using the KEGG pathway geneset database^70^ comparing inner and outer zone meniscus tissue to passaged cells from corresponding zones. Genesets with FDR q-value < 0.25 that were commonly up- and down-regulated in both inner tissue versus passaged inner cells and outer zone tissue versus passaged outer cells were identified.

### Gene expression validation experiments

#### Sample collection

Cartilage (N = 13), meniscus tissue (N = 13/zone), and passaged meniscus cells (N = 3/zone) were isolated from 2–3 year old skeletally mature female pigs to validate the RNA- seq results. Meniscus tissue was harvested from the outer one-third and inner one-third of the medial menisci to definitively separate the inner and outer meniscal zones (Supplemental Fig. 2). All other harvest, culture, and RNA extraction procedures were performed as described above for both explants and cells.

#### Reverse transcription-quantitative polymerase chain reaction

RNA samples were reverse transcribed using the SuperScript VILO complementary DNA Synthesis Kit (Catalog # 11,754,050; Life Technologies). Quantitative polymerase chain reaction (qPCR) was performed using PowerUP SYBR Green Master Mix (Catalog # A25776; Thermo Fisher Scientific Baltics UAB) and the StepOne Plus Real-time PCR System (Model 4,376,374; Applied Biosystems). Supplemental Table 1 lists the porcine specific PCR primers for each target. Relative fold-change was determined by the 2^-∆∆Ct^ method^71^ using 18S as a reference gene and a single cartilage (Fig. 2) or outer zone meniscus tissue (Fig. 4) sample as the calibrator. There was no expression detected for *SNTB1* in 4 cartilage samples so a Ct of 40 (equivalent to the maximum number of PCR cycles) was assigned. Results are presented as log2 fold-change relative to the geomean of the indicated group. A Grubbs’ test was performed to identify outliers, which were subsequently removed. For data that was normally distributed, one-way ANOVAs with Tukey’s post-hoc analyses were performed. *LUM* expression was not normally distributed and thus a Kruskal–Wallis test with Dunn’s multiple comparison was performed. Groups were considered statistically significant at p < 0.05.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Figures

## Data Availability

The datasets presented in this study can be found in the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE275100.

# Supplementary material for: Meniscus gene expression profiling of inner and outer zone meniscus tissue compared to cartilage and passaged monolayer meniscus cells
**Source:** Sci Rep. 2024 Nov 9;14:27423. doi: 10.1038/s41598-024-78580-3
**Supplement:** Supplementary file 6 — Supplementary Figures

**Meniscus Gene Expression Profiling of Inner and Outer Zone Meniscus Tissue Compared to Cartilage and Passaged Monolayer Meniscus Cells**

Kaileen Fei^1^^, Benjamin D. Andress^1,2^^, A’nna M. Kelly^1,3^,

Dawn A. D. Chasse^1^, and Amy L. McNulty^1,2,3*^

^^^These authors have contributed equally to this work and share first authorship

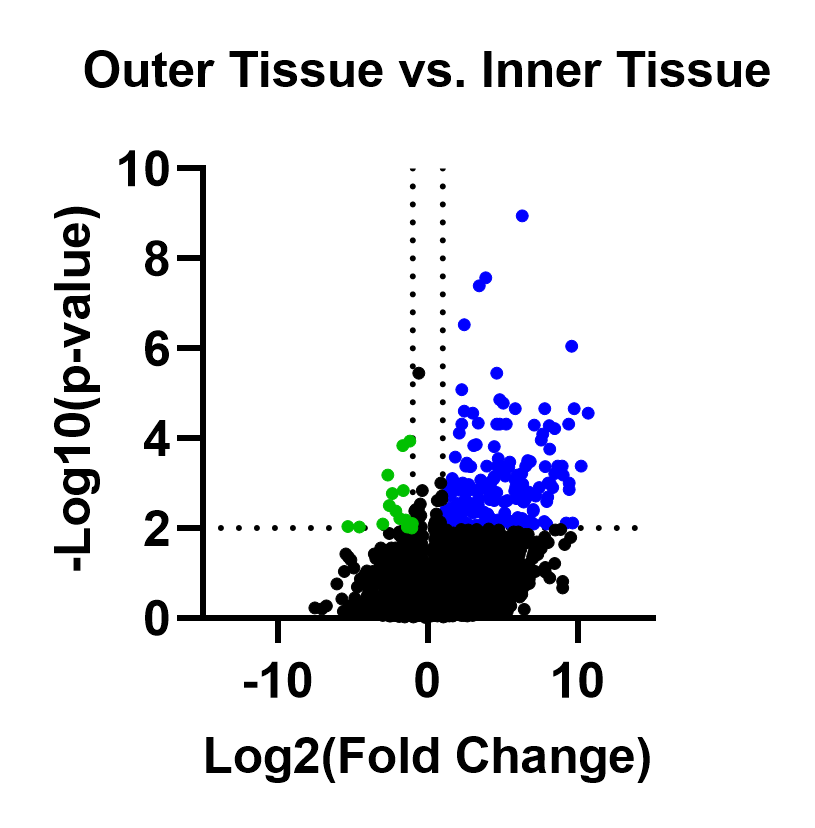

**Outer Meniscus vs Inner Meniscus**

**Supplemental Figure 1: Differentially Expressed Genes Between Outer and Inner Zone Meniscus Tissue.** Volcano plot showing genes significantly differentially expressed between outer and inner zone meniscus tissue. Each data point is an individual gene. Dashed lines indicate cutoffs for significant genes (FDR adjusted p-value < 0.01 and a |base-2 log fold-change| > 1). Color denotes if the gene was significantly up-regulated (blue) or down-regulated (green) in outer zone tissue relative to inner zone, or not significantly different (black).

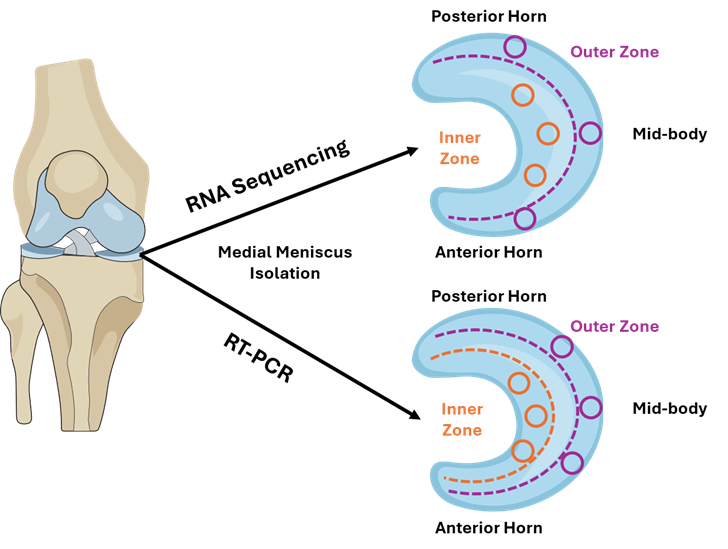

**Supplemental Figure 2: Schematic Depicting the Locations of Inner and Outer Zone Meniscus Tissue Explants.** Medial menisci were harvested from porcine knee joints and explants were harvested from both the inner (orange) and outer (purple) zones of the meniscus. For RNA-seq, explants were harvested from the outer one-third and inner two-thirds of the tissue. A total of three menisci (N=3) were used and a single explant was harvested for RNA-seq from each of the indicated positions (n=1 explant/zone/meniscus) to account for variability across the horns and midbody. For qRT-PCR validation, a total of 13 menisci (N=13) were used and explants were harvested from the outer one-third and the inner one-third of the tissue. The middle-third was discarded, assuring that RNA was not isolated from a mixed or transitional zone in the middle of the meniscus.

**Supplemental Table 1: qRT-PCR Porcine Primer Sequences**

| **Gene** | **Primer Pair (5' -> 3')** |
| --- | --- |
| ACTA2 | GCAATCAGGGGATGAGGACAT |
|  | GGTGCTTCACAGGGTCAGAT |
| AEBP1 | CCGATCCGGGACCATCAAT |
|  | ACTCTCGTGAGGGAACTTGTC |
| CILP2 | CAGGCCAACAGCTCCATATC |
|  | CAGGTAGGGCTTTTCCAACTT |
| FSTL1 | CCATGACCTGTGACGGAAAGA |
|  | GCTCCTGGACATATCTGGTCAT |
| LUM | AGCAGTGTCAAGACAGTAAGGATT |
|  | GATTGTCGCCAAGAGGAGAGT |
| PHLDA1 | CCTGGGCCAGACAAGGTTTTG |
|  | TGCGGACTGGGAGACTGTTT |
| PRRX1 | TACCTCGTCCTGCTCCAAGA |
|  | AGTAGCCATGGCGCTGTAA |
| TAGLN | GCCTGGGCTTCCAGATTTT |
|  | GTCCTCAGCGGCCTTTAAGA |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

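The data are bulk RNA sequencing of porcine knee tissue and cells, in 14 libraries: full thickness femoral cartilage (n = 3), inner zone (n = 3) and outer zone (n = 3) explants of the medial meniscus, and meniscus cells at passage 3 from the inner zone (n = 3) and the outer zone (n = 2). Explants spent 3 days in culture. The authors trimmed the reads with Trim Galore and cutadapt, aligned them with STAR to Sscrofa11.1 and kept reads with a single location. The deposited count table then gives, per gene and library, the number of reads that the authors counted with HTSeq, and its values are raw counts. The versions of these tools and the strand setting of HTSeq are not given in the paper. The deposited normalized tables hold a signal that the authors made by dividing each count by a DESeq2 size factor, with 1 factor per library and 14699 genes. This was checked on the files, where the ratio of raw to normalized values is constant within each library.

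Values were computed from the raw counts. Of 25880 genes 7608 had 0 reads in all libraries, and 15707 with at least 10 reads summed over the libraries were tested. Symbols came from the files for 12892 tested genes, and over the whole table 1029 more genes were named from the reference's table of identifiers and 8 from a row of the paper's tables whose fold change and adjusted p match a single row of its supplement. The reference annotation and the paper use the same assembly. Library totals ranged from 24440213 to 43304412 reads with a median of 31854746, TMM factors from 0.790 to 0.934 in cartilage and from 1.00 to 1.11 elsewhere, and the 10 genes with most reads took 15.9% to 28.1% of a library. Summed over a group, 3 counts correspond to 0.0257 to 0.0442 CPM, the level used as floor for genes without reads.

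Samples were grouped by tissue, zone and passage as the sample labels give them. The comparisons are those of the paper, namely each zone with cartilage, outer with inner zone tissue, and each zone with its passaged cells, plus outer with inner zone passaged cells and the zone by passaging interaction. The tests are quasi-likelihood F tests of edgeR 4.0.16 in R 4.3.3 with TMM scaling and all libraries in a single model with a mean per group. Every adjusted p for a gene is edgeR's, by the method of Benjamini and Hochberg over all tested genes, unless DESeq2 is named. A gene was called at an adjusted p under 0.01 and a log2 fold change over 1 in size, the thresholds of the paper. The SE of a fold change is its size divided by the square root of the F statistic. Distances and principal components used DESeq2 1.42.0's variance stabilizing transformation, blind to the groups, the latter on the 500 genes of highest variance. Lists were tested with camera of limma 3.58.1 on the same counts, and its adjusted p runs over the lists and the comparisons. Of 35 hand-written lists of cell type markers and processes 34 had at least 5 measured genes.

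The genes named are all those in the Results text and in Tables 1 to 10, whose values in the paper's tables had been seen when the rule was written, the 10 called genes with the largest change in each direction with a mean of at least 10 CPM in the higher group and no overlap between the groups, up to 4 called members of each list with the highest mean, and the genes of the paper's PCR. Some of the genes under this rule are left out of the text.

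The alternatives were size factors by the median of ratios, the Wald test of DESeq2, another filter and no filter on low counts, only the libraries of a comparison, a test against the 2-fold threshold itself (glmTreat), leaving out each library, a block for the replicate number, every kept gene in the principal components, other distances, and an estimated correlation in camera. The block was fitted without the cell libraries for comparisons with cartilage, and without cartilage for the others. Chosen after seeing the data were the genes of the authors' normalized tables, DESeq2 with the authors' size factors and genes, and list members named by the reference. After removal of group means, inner and outer zone libraries of the same number correlated at 0.492 and 0.295 in tissue, where inner 3 with outer 6 gave 0.307, and at 0.231 and 0.265 in cells. The supplement states that 3 menisci gave 1 explant per zone each, while the labels number inner zone explants 2, 3 and 5 and outer zone ones 2, 3 and 6, so which libraries share a meniscus is not stated, and the block count is given beside the comparisons of zones, which was decided after the counts had been seen. The tests were tried on simulated counts with the dispersions of the data, 1 per gene for all groups. Each simulation held 200 changed genes, all with a mean of at least 1 CPM. Fewer may thus be found at lower levels, where few genes change or where a group varies more. Of 100 genes with a planted 4-fold change 77 to 87 were found in the comparisons of groups and 50 in the interaction, and 0 to 3 unchanged genes were called, against 4 to 20 by DESeq2. PCR, histology and the pathways of KEGG were not analysed here, and sequence reads were not realigned.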

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

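The test of reads lost in mapping or counting, the genes at least as high in P3 cells and the spread used to judge a swap were chosen only after the result was seen.

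The change against cartilage differed between the zones for 5 genes, by a test of the difference itself, which is the comparison of outer with inner zone tissue. The difference, outer minus inner on the log2 scale, was 3.90 (adjusted p = 0.00318) for C2, 2.45 (adjusted p = 0.00868) for SLC15A3, 1.96 (adjusted p = 0.00868) for PCSK1N, 4.63 (adjusted p = 0.00868) for CRABP1 and 6.31 (adjusted p = 0.00868) for COL1A1, and all 3 outer libraries lay above all 3 inner ones in each. Leaving out any single library moved these differences over 3.64 to 4.33, 2.21 to 2.77, 1.74 to 2.21, 4.12 to 5.09 and 5.45 to 7.05, and ended most calls. C2 loses its call without inner zone replicates 5 or 2, outer zone replicates 6 or 3, cartilage replicate 2 or outer zone P3 replicate 147, while among these runs SLC15A3 and CRABP1 are called only without outer zone replicate 2 or outer zone P3 replicate 148, PCSK1N only without inner zone replicate 3 or outer zone replicate 2, and COL1A1 only without outer zone replicate 2. In the 10 splits of the 6 meniscus tissue libraries, too few for a share under 0.05, 2 gave at least as many calls as the 5 of the real split. The highest other split gave 154, with inner zone replicates 5 and 2 and outer zone replicate 2 on one side, which points to a structure of the samples.

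Outer zone replicate 2 has, over the 363 genes called between the zones without it, a median position of 0.115, where 0 is the inner mean and 1 the mean of the other outer libraries, and inner zone replicates 5, 2 and 3 left out in the same way lie at 0.0269, -0.0297 and 0.504. Fewer vascular and immune cells in it stay open as a cause, the 21 endothelial and macrophage markers higher in the outer zone lying at a median of 0. The 175 genes higher in the outer zone that P3 cells also express lie at a median of 0.219, and the 154 at least as high in P3 cells at 0.211. Expression in P3 cells does not show which cells make a transcript in the tissue, so these sets cannot decide this. An inner zone library under an outer zone label is consistent with the position of 0.115, and a swap with inner zone replicate 3 cannot be told apart from this, its position of 0.504 exceeding 0.5 by less than its spread. Other values go with the labels, as COL1A1 in outer zone replicate 2 (165 CPM, a ratio to COL1A2 of 0.0727) lies above the inner zone libraries (4.88 to 17.3 CPM, at most 0.00822), with inner zone replicate 3 among these at 6.52 CPM, but COL1A1 was called with the labels as given, so both label explanations stay open. The paper states that the overlapping samples came from nearer the horns of the meniscus, a biological explanation that stays open and was not tested.

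COL1A1 counts lie far below those of COL1A2 in the inner zone, a signal the paper does not discuss, with a ratio of at most 0.00822 against 0.0727 to 0.387 in the outer zone and 0.343 to 0.607 in cartilage. Reads lost in mapping or counting are argued against, the lowest ratio in a P3 library being 1.63. Loss of long transcripts stays open. The 3345 genes with a transcript of at least 4000 bases had a median log2 fold change of -0.32 in inner zone tissue against P3 cells, where COL1A1 changed by -13.43. They are a large share of the 7869 named genes with a mean of at least 10 CPM, and scaling keeps the middle of all genes near 0. Their median could thus hardly fall far, and it cannot show a loss confined to some transcripts. GC content and a variant against the reference were not tested. A difference in the regulation of the chains between zones and with passaging is a possible explanation that stays open.

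A signal in gene lists that the paper does not discuss for tissue against cartilage was seen for cholesterol and cell cycle genes. Of 20 cholesterol and steroid synthesis genes 14 were called higher in the inner zone than in cartilage, 14 when adjusted over the list alone (camera adjusted p = 2.8e-18, and adjusted p = 0.184 with an estimated correlation), and 15 in the outer zone, 15 over the list alone (camera adjusted p = 1.1e-17, and adjusted p = 0.184 with an estimated correlation). Of 29 cell cycle genes 18 were called higher in the outer zone than in cartilage, 21 over the list alone (camera adjusted p = 5.4e-08, and adjusted p = 0.527 with an estimated correlation). Summed over the cell cycle list outer zone replicates 6 and 3 held 832 and 601 CPM and replicate 2 325 CPM, against 338 to 434 in the inner zone and 192 to 265 in cartilage, and endothelial markers are likewise higher in replicates 6 and 3 (464 and 994 CPM) than in replicate 2 (149.6 CPM). No explanation was tested for either list.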

How the results depend on the processing

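The runs on the authors' genes, on the authors' size factors, and on list members named by the reference were chosen only after seeing the data. No called gene or list among those named changed sign under any alternative run. For 856 named gene results and the alternatives other than these, 16254 of 17647 values stayed on their side of the threshold, 1199 lost a call and 194 gained one. Leaving out 1 library accounts for 672 of the losses and the test against the 2-fold threshold itself for 272. With the runs chosen later 1630 of 1710 stayed, 5 lost and 75 gained a call. For the lists 2823 of 2890 stayed, 26 lost and 41 gained, and members named by the reference left 164 of 170 and gained 6. Size factors by the median of ratios, filterByExpr, no filter and the authors' genes left each count of calls within 1.5 times its value.

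The test against the threshold itself (glmTreat) asks for more by construction and gave 268 calls for inner zone against cartilage (from 1421), 571 for outer zone against cartilage (from 2366), 0 between the zones (from 5, where 3181 had an unadjusted p under 0.05), 1894 and 945 for inner and outer zone against cells (from 4033 and 2617), and 201 and 859 shared by the zones against cartilage and against cells (from 1106 and 2337). With only the libraries of a comparison, hence fewer samples, the counts were 0 between the zones, 1597 for outer zone against cells, and 713 and 1439 shared. DESeq2 called 353 between the zones, 10 between the cells of the zones and 17 for the interaction, and with the authors' size factors and genes 353, 10 and 17, and the cause was not tested. By edgeR the cells of the zones gave 0 calls with all libraries and whichever was left out, and the interaction 0 with all libraries, where 505 and 1173 genes had an unadjusted p under 0.05. With every kept gene PC1 held 66.6%, 57.5% and 76.9% of the variance over all, tissue and meniscus libraries. The ratio of the distance between zones to the smallest from meniscus tissue to another group was 0.657 with 1 minus the Spearman correlation. With an estimated correlation between genes 0 of 170 list tests by camera passed, against 67 with the preset.

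Leaving out each library in turn gave 913 to 1590 calls for inner zone against cartilage, the lowest without cartilage replicate 3, 1600 to 2723 for outer zone against cartilage, 0 to 363 between the zones, 3462 to 4216 for inner zone against cells and 0 to 15 for the interaction, the highest without outer zone replicate 2 in the last. For outer zone against cells the range was 1592 to 2727, with 1688 without outer zone P3 replicate 147 and 1592 without 148, where the lone library is assumed to vary like the other groups. Calls shared against cartilage ran over 706 to 1157, the lowest without cartilage replicate 3, and those shared against cells over 1478 to 2340, with 1540 and 1478 without those P3 libraries. Between the zones the count was 363 without outer zone replicate 2 and at most 7 without any other library. PC1 ran over 77.3 to 83.5%, 59.8 to 72.0% and 87.3 to 91.5%, the ratio of distances over 0.701 to 0.886, and the list tests passed over 65 to 70. The causes were not tested.

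Models with a replicate block were fitted to fewer libraries. On the 9 tissue libraries, with numbers 2 and 3 shared, the counts were 419 and 677 against cartilage. On the 11 meniscus libraries, with numbers 2 and 3 of the tissues and 147 and 148 of the cells, they were 116 between the zones, 18 between the cells and 21 for the interaction. A library with an unshared number adds nothing to such a comparison, which thus rests on the numbers named. This and the groups left out can each change the counts, and no cause was tested. Of the comparisons of zones that the passages give for a gene, the block changed no call beyond those named there. Cartilage shares only a number with the zones, its libraries correlating with those of the inner zone at -0.0165 and -0.232.

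Cartilage has the lowest median of reads, with totals from 25654735 to 26828472, so genes seen only in meniscus or cells have their weakest bound there. The number of animals per group, the separate RNA extraction of tissue and cells and the 3 days of explant culture limit what the comparisons show, and no table here ranks these limits.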

Differences from the paper's values

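The runs with the authors' size factors and genes were chosen only after the values were seen. Between outer and inner zone meniscus tissue the paper reports 205 genes at the thresholds used here, and edgeR called 5. For the genes higher in the outer zone the paper gives 190, against 5 here, and for those higher in the inner zone the paper gives 15, against 0 here, with 3181 genes at an unadjusted p under 0.05 and 353 called by DESeq2. Of the alternatives set before the data were examined, none brings the total or the genes higher in the outer zone within 1.5 times the paper's. The total was 353 by the DESeq2 Wald test, 363 without outer zone replicate 2 and 116 with the replicate block, and at most 7 under the others. For genes higher in the inner zone only leaving out outer zone replicate 2 does so, with 20, while DESeq2 gave 31 and the block 6. Of the 205 genes in the supplement, 205 had the same sign and 205 an unadjusted p under 0.05 here, 184 were called by the DESeq2 Wald test and 156 without outer zone replicate 2. DESeq2 with the authors' size factors and genes, chosen after seeing the values, called 353 in all and 184 of the 205, dropping 21.

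The log2 fold changes of all 240 entries in Tables 1 to 10 have the paper's sign here, and several genes that the paper calls were not called. Among genes the paper lists as higher in outer than in inner zone tissue, 2 of 25 were called here, COL1A1 and CRABP1, and 24 by the DESeq2 Wald test, and of those it lists as higher in the inner zone 0 of 15 and 13. The DESeq2 Wald test calls all of these genes except MMP2, CALR3 and FIBIN, the last of which is called by DESeq2 with the authors' size factors and genes, chosen after seeing the values, a run that drops 21 of the genes the paper calls. MMP2, 2.90 (adjusted p = 0.0710) here, is called only with the replicate block, and CALR3, -1.32 (adjusted p = 0.102), by no run. Many of the genes listed as higher in the outer zone are also called without outer zone replicate 2 or with the replicate block, and of those listed as higher in the inner zone SEMA3E and NXPH4 are called without outer zone replicate 2, MMP16 without inner zone replicate 3 and CHRDL2 with the block.

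For the inner zone against cartilage the paper calls lower SQSTM1, -0.99 (adjusted p = 4.5e-04) here, CDO1, -1.53 (adjusted p = 0.0300), CHI3L1, -1.82 (adjusted p = 0.0141), SPARC, -1.61 (adjusted p = 0.0141), CILP2, -1.45 (adjusted p = 0.0155), COL3A1, -1.16 (adjusted p = 0.0561), LCN2, -1.73 (adjusted p = 0.0455), and RPL17-C18orf32, -0.97 (adjusted p = 0.00162), and calls higher KCNA6, 1.54 (adjusted p = 0.0207), SOD3, 1.14 (adjusted p = 0.0136), MGP, 2.84 (adjusted p = 0.0171), and TIMP3, 1.49 (adjusted p = 0.0194). The DESeq2 Wald test calls all of these but LCN2 and RPL17-C18orf32. SQSTM1 is also called with median-of-ratios size factors and without inner zone replicates 5 or 3 or cartilage replicates 1 or 2, SPARC without cartilage replicate 1, COL3A1 with the replicate block, MGP without inner zone replicate 3 or outer zone replicate 2 and TIMP3 without inner zone replicate 3. CDO1 and SOD3 are called with only the libraries of the comparison or without inner zone P3 replicates 147 or 149, and KCNA6 with only those libraries or without outer zone P3 replicates 147 or 148. LCN2 is called only without inner zone P3 replicate 149, and RPL17-C18orf32 without inner zone replicate 5 or cartilage replicate 1. It is called as well by DESeq2 with the authors' size factors and genes, chosen after seeing the values, which calls 1668 of the 1730 genes the paper calls in this comparison and so drops 62 of them.

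For the outer zone against cartilage the paper calls lower RPL6, -0.97 (adjusted p = 3.6e-04) here, RPL8, -0.97 (adjusted p = 6.3e-04), C2orf40, -2.32 (adjusted p = 0.0412), and LCN2, -1.68 (adjusted p = 0.0412), and calls higher MMP13, 3.03 (adjusted p = 0.0406), MMP3, 1.65 (adjusted p = 0.0279), LTBP2, 1.84 (adjusted p = 0.0106), and SAA3, 1.48 (adjusted p = 0.0458), the last printed there as SAA2. The DESeq2 Wald test calls RPL6, RPL8, MMP3, LTBP2 and SAA3. RPL6 and RPL8 are also called with median-of-ratios size factors or without cartilage replicate 1, and RPL8 without outer zone replicate 2 or cartilage replicate 2. C2orf40 is called only without outer zone replicate 2, LCN2 with only the libraries of the comparison or without inner zone P3 replicate 149, and MMP13 and MMP3 without cartilage replicate 1 or with the replicate block. LTBP2 is called with no filter, with only the libraries of the comparison, and without outer zone replicate 2 or any inner zone library. Against the cells the paper calls higher in tissue SAA1 in both zones, 8.03 (adjusted p = 0.0358) inner and 9.31 (adjusted p = 0.0657) outer here, and CYP1B1 in the outer zone, 1.15 (adjusted p = 0.0340), and these calls are made by the DESeq2 Wald test.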

Other observations

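The tests of scaling for the ribosomal protein genes were chosen only after the result was seen. SLC40A1, the iron exporter, averaged 47.8 ± 11.8 CPM in cartilage, 317 ± 119 CPM in the inner zone and 462 ± 63.8 CPM in the outer zone (n = 3 per group), log2 fold changes of 2.73 (SE 0.27, adjusted p = 4.1e-05) and 3.27 (SE 0.28, adjusted p = 1.3e-05). The splicing factors SRSF2 and SRSF6 rose in the inner zone by 2.00 (SE 0.20, adjusted p = 3.8e-05) and 2.06 (SE 0.17, adjusted p = 1.8e-05) and in the outer zone by 2.21 (SE 0.20, adjusted p = 1.7e-05) and 2.25 (SE 0.17, adjusted p = 7.4e-06), and these calls hold whichever single library is left out. Spliceosome genes called higher than in cartilage numbered 6 of 48 (6 over the list alone, camera adjusted p = 0.00761, and adjusted p = 0.527 with an estimated correlation) in the inner zone and 7 (7 over the list alone, camera adjusted p = 0.0596, and adjusted p = 0.645 with an estimated correlation) in the outer zone. MCM7, a helicase subunit of DNA replication, changed by 1.39 (SE 0.21, adjusted p = 3.7e-04) in the outer zone, a call that ends under a test against the 2-fold threshold itself. Cell cycle genes lower in inner zone tissue than in its cells numbered 14 of 29 (14 over the list alone, camera adjusted p = 0.00574, and adjusted p = 0.733 with an estimated correlation). In the outer zone the sums over that list overlapped, at 832, 601 and 325 CPM in tissue and 612 and 735 CPM in its cells.

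GPX1, a glutathione peroxidase, averaged 726 ± 242 CPM in inner zone tissue and 101 ± 20.8 CPM in its cells (n = 3 per group), log2 fold changes of 2.84 (SE 0.25, adjusted p = 3.2e-06) inner and 2.75 (SE 0.30, adjusted p = 3.2e-05) outer, and GPX3, a secreted one, changed by 4.54 (SE 0.59, adjusted p = 4.6e-05) and 4.32 (SE 0.70, adjusted p = 4.5e-04). Metallothionein and oxidant defence genes higher in tissue numbered 8 of 17 (8 over the list alone, camera adjusted p = 2.2e-05, and adjusted p = 0.256 with an estimated correlation) inner and 8 (8 over the list alone, camera adjusted p = 2.1e-05, and adjusted p = 0.256 with an estimated correlation) outer, glycolysis genes 5 of 16 (5 over the list alone, camera adjusted p = 3.9e-04, and adjusted p = 0.403 with an estimated correlation) and 4 (4 over the list alone, camera adjusted p = 7.8e-04, and adjusted p = 0.433 with an estimated correlation), and proteasome genes 5 of 36 (5 over the list alone, camera adjusted p = 3.7e-04, and adjusted p = 0.403 with an estimated correlation) and 4 (4 over the list alone, camera adjusted p = 5.9e-05, and adjusted p = 0.395 with an estimated correlation). Chondrocyte markers higher in tissue numbered 12 of 17 (12 over the list alone, camera adjusted p = 6.5e-05, and adjusted p = 0.524 with an estimated correlation) inner and 7 (9 over the list alone, camera adjusted p = 7.8e-04, and adjusted p = 0.544 with an estimated correlation) outer, with 1 and 1 higher in the cells, and 10 of 17 (10 over the list alone, camera adjusted p = 1.5e-07, and adjusted p = 0.380 with an estimated correlation) were lower in the outer zone than in cartilage. Fibroblast and tendon matrix genes higher in inner zone cells numbered 11 of 20 (11 over the list alone, camera adjusted p = 6.1e-05, and adjusted p = 0.380 with an estimated correlation), with 2 higher in tissue. The proteasome counts lie near the share over all 15707 tested genes, of which 1896 inner and 1304 outer were called higher in tissue.

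Endothelial markers higher in the outer zone than in cartilage numbered 12 of 20 (12 over the list alone, camera adjusted p = 0.00271, and adjusted p = 0.659 with an estimated correlation), and macrophage markers 5 of 17 (5 over the list alone, camera adjusted p = 0.0369, and adjusted p = 0.668 with an estimated correlation). Outer zone replicate 2 stands apart, its summed endothelial markers being 149.6 CPM, within the 143 to 175 of cartilage, against 464 and 994 in replicates 6 and 3, and its macrophage markers 80.1 CPM, within 70.6 to 174, against 219 and 211. Against outer zone cells the numbers higher in tissue were 9 of 20 (14 over the list alone, camera adjusted p = 3.2e-04, and adjusted p = 0.594 with an estimated correlation) and 6 of 17 (10 over the list alone, camera adjusted p = 2.2e-04, and adjusted p = 0.524 with an estimated correlation). Matrix-degrading proteases higher in the outer zone than in cartilage numbered 7 of 23 (7 over the list alone, camera adjusted p = 0.286, and adjusted p = 0.741 with an estimated correlation), with 3 lower, and complement and coagulation genes higher in inner zone tissue than in its cells 14 of 40 (14 over the list alone, camera adjusted p = 0.0251, and adjusted p = 0.380 with an estimated correlation), with 6 lower.

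Of 46 ribosomal protein genes 14 were called lower in outer zone tissue than in cartilage and 35 higher in inner zone tissue than in P3 cells, with median log2 fold changes of -0.95 and 1.32 (adjusted p = 0.403 and 0.403 by camera with an estimated correlation). Scaling of the libraries is argued against, since these medians lie -1.004 and 1.33 from the median of all genes, and a scaling factor moves all genes alike. For that reason a second scaling could not change this gap and adds no test. Transcript length bias cannot be told apart from a change of these genes, because the 71 other genes nearest in length and level, with a median of -0.18 against cartilage and 0.83 against cells, are still longer (median 1007 against 729 bases) and less abundant. RNA extraction, which differs between tissue and cells, and a biological difference between tissues stay open as untested explanations.

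The splits of the 6 libraries of a comparison into 2 groups of 3 number 10, too few for a share under 0.05. Every split but the real one mixes both kinds of library in each group, so a large real difference widens the spread within groups and pushes the calls toward 0. Counts of the other splits are thus no measure of what unchanged groups would give. For inner zone against cartilage 1 split, the real one, reached its 1421 calls and the highest other gave 0, for outer zone against cartilage 1 reached 2366 and the highest other gave 0, and for inner zone tissue against cells 1 reached 4033 and the highest other gave 0.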
